# Tissue-specific direct targets of *Caenorhabditis elegans *Rb/E2F dictate distinct somatic and germline programs

**DOI:** 10.1186/gb-2013-14-1-r5

**Published:** 2013-01-23

**Authors:** Michelle Kudron, Wei Niu, Zhi Lu, Guilin Wang, Mark Gerstein, Michael Snyder, Valerie Reinke

## Abstract

**Background:**

The tumor suppressor Rb/E2F regulates gene expression to control differentiation in multiple tissues during development, although how it directs tissue-specific gene regulation *in vivo *is poorly understood.

**Results:**

We determined the genome-wide binding profiles for *Caenorhabditis elegans *Rb/E2F-like components in the germline, in the intestine and broadly throughout the soma, and uncovered highly tissue-specific binding patterns and target genes. Chromatin association by LIN-35, the *C. elegans *ortholog of Rb, is impaired in the germline but robust in the soma, a characteristic that might govern differential effects on gene expression in the two cell types. In the intestine, LIN-35 and the heterochromatin protein HPL-2, the ortholog of Hp1, coordinately bind at many sites lacking E2F. Finally, selected direct target genes contribute to the soma-to-germline transformation of *lin-35 *mutants, including *mes-4*, a soma-specific target that promotes H3K36 methylation, and *csr-1*, a germline-specific target that functions in a 22G small RNA pathway.

**Conclusions:**

In sum, identification of tissue-specific binding profiles and effector target genes reveals important insights into the mechanisms by which Rb/E2F controls distinct cell fates *in vivo*.

## Background

The Rb/E2F transcriptional complex is a major regulator of developmental and cellular fates. Underscoring its importance, the pocket protein Rb acts as a key tumor suppressor protein in cancers of diverse tissue origin (reviewed in [1]). Rb acts in large part by regulating the activity of E2F, a heterodimeric sequence-specific DNA binding factor composed of an E2F and DP subunit. In mammals, these factors are members of gene families: there are at least eight E2F-related factors, three DP-related factors, and three pocket proteins. These family members exhibit considerable redundancy and compensation. Moreover, a particular family member can either promote or inhibit tumorigenesis in a cell type-dependent manner (reviewed in [2]). This complexity has greatly hampered a mechanistic understanding of how the Rb/E2F pathway acts *in vivo*. To date, the only genome-wide chromatin immunoprecipitation (ChIP) analyses of mammalian Rb/E2F have been performed in tissue culture, often in transformed cell lines (for example, [3,4]). While valuable, the resulting global DNA binding profiles of Rb and E2F can be correlated only indirectly with tissue-specific phenotypes and ultimately with tumorigenesis.

The nematode *Caenorhabditis elegans *provides an excellent system in which to directly investigate the function of Rb/E2F *in vivo*. Relative to mammals, its Rb/E2F pathway is very streamlined, with only one Rb-like pocket protein (LIN-35), one DP-like protein (DPL-1), and three E2F-related proteins, of which EFL-1 exerts the broadest effects in the animal [5,6]. As in mammals, these factors are broadly expressed and play diverse roles in different tissues. They are part of a gene regulatory pathway known as SynMuv B that mediates differentiation of various somatic tissues, including the vulva, intestine, and pharynx (reviewed in [7]). A recent report used genetic, biochemical and gene expression data to place members of the SynMuv B pathway into three functionally distinct 'complexes', the DRM, heterochromatin, and Mec/Sumo complexes [8]. These three complexes contribute differentially to various SynMuv B phenotypes, potentially by selectively regulating subsets of target genes. LIN-35, EFL-1 and DPL-1 are members of the DRM complex.

A major function of the SynMuv B pathway is to prevent somatic tissues from adopting characteristics of the germline fate, such as ectopic expression of germline genes, enhanced response to RNA interference (RNAi), and increased transgene silencing [9]. This soma-to-germline transformation is also associated with disrupted intestinal function and larval arrest at high temperatures [10]. Intriguingly, certain members of both DRM and heterochromatin complexes, such as *lin-35 *and *hpl-2*, respectively, are required for the high temperature arrest, while other members of the two complexes, such as *efl-1 *and *lin-61*, are not [10], suggesting tissue-specific formation of the SynMuv B complexes

Additionally, components of the SynMuv B pathway act differently in the germline compared to somatic tissues. For instance, in *lin-35 *mutants, germ cells exhibit impaired proliferation but can still undergo gametogenesis and fertilization; as a consequence mutants are fertile but have decreased brood size. By contrast, *efl-1 *and *dpl-1 *mutants display severe defects in oogenesis, ovulation, and fertilization, and are sterile [5,11]. All of these data indicate that LIN-35, EFL-1 and DPL-1 control a fundamental developmental choice between 'immortal' germline and differentiated soma. However, an understanding of the tissue-specific relationships between these proteins and their targets remains unclear. In particular, it is essential to determine whether these proteins directly influence many target genes or a few master regulators to determine these fates. To understand mechanistically how LIN-35, EFL-1 and DPL-1 mediate their diverse effects in different contexts, we have chosen to identify the target sites for these factors in multiple tissue types.

Genome-wide analysis of transcription factor binding in *C. elegans *has so far only been carried out using whole animals as the source material [12-14]. In particular, one recent study identified binding sites for another DRM component, LIN-54, in whole animals with all developmental stages combined [15]. While providing insight into the organismal function of the SynMuv pathway, this and other studies to date have masked cell type-specific binding events for broadly expressed factors with diverse functions, such as Rb/E2F.

To address this limitation, we selectively expressed epitope-tagged LIN-35, EFL-1, and DPL-1 in the germline, intestine, and throughout the soma. We also expressed the SynMuvB heterochromatin complex protein HPL-2 (HP1-like) in the intestine. With these strains, we profiled chromatin interactions genome-wide and identified binding sites for each factor in each tissue that define sets of tissue-specific target genes with distinct properties and functions. Strikingly, most EFL-1/DPL-1 binding sites in the germline exhibit little to no LIN-35 binding, and LIN-35 binding is impaired overall in the germline relative to the soma. Conversely, in the intestine, LIN-35 binding is robust, and a subset of sites co-bound by HPL-2 but not EFL-1/DPL-1 exhibit unique properties. Our data suggest that LIN-35/EFL-1/DPL-1 most likely inhibits the germline fate in somatic tissues by directly acting on a few key targets rather than on many hundreds of individual genes. In sum, these tissue-specific binding profiles lead to insights into tissue-specific properties of Rb/E2F function.

## Results

### Tissue-specific binding profiles for LIN-35, DPL-1, EFL-1 and HPL-2

We generated a series of tissue-specific transgenes containing the *efl-1, dpl-1 *or *lin-35 *genomic locus with a GFP:FLAG epitope tag inserted in frame at the carboxyl terminus of each gene, followed by the native 3' UTR (Figure S1A in Additional file 1). Different regulatory sequences were used to restrict transgene expression in the germline (*pie-1 *regulatory sequences), intestine (*ges-1 *regulatory sequences), or broadly throughout diverse cell types (endogenous *lin-35, efl-1*, or *dpl-1 *regulatory sequences). We also tagged *hpl-2 *and expressed it in the intestine, where it has a demonstrated genetic interaction with *lin-35 *and plays a role in the high temperature larval arrest phenotype [10,16].

We produced integrated transgenic strains expressing each GFP-tagged protein, all of which localized to nuclei in the expected tissue(s) but not elsewhere (Figure S1B in Additional file 1). Several transgenes were tested for rescue of mutant phenotypes (Figure S2A-E in Additional file 1; Supplemental Materials and methods in Additional file 1). For example, endogenous LIN-35, which is expressed in both the soma and the germline, rescued the somatic *lin-35 *mutant phenotype of high-temperature larval arrest [10], as well as the germline phenotype of reduced fertility [11]. By contrast, germline LIN-35 rescued the reduced fertility, but not the somatic larval arrest, demonstrating tissue-specific function. In sum, the rescue experiments are consistent with tissue-specific activity of the transgenic proteins.

We then selected an appropriate developmental stage to characterize DNA binding for each factor in each tissue. The young adult stage is optimal for germline-expressed factors because animals at this stage have a fully developed germline with ongoing oogenesis but few embryos. We selected the larval L1 stage to analyze both endogenous-expressed and intestine-expressed factors, because animals at this stage have primarily somatic tissues (only two quiescent germ cells are present) [17,18], and the soma-to-germline transformation is best characterized at the L1 stage [10,16]. Thus, the data sets corresponding to the endogenous-expressed and intestine-expressed factors will be referred to as 'somatic' and 'intestinal', respectively.

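The data behind these experiments are lists of peaks from 11 strains. EFL-1, DPL-1 and LIN-35 were each assayed in the germline of young adults, in the soma of L1 larvae and in the intestine of L1 larvae. LIN-35 was also assayed in the germline from the mex-5 promoter, and HPL-2 in the intestine of L1 larvae. Each strain has 2 biological replicates, numbered as the authors numbered them, except HPL-2, which has replicates 1, 2 and 3. The paper's Table S2 lists replicates 1 and 2 of HPL-2, and these are used here unless replicate 3 is named. By that table, the 22 libraries hold 650000 to 5690000 ChIP reads each (median 1810000). The authors called peaks in each library with PeakSeq, a program that compares ChIP reads with reads of input DNA and gives every peak a q-value. The aligner is not given in the sources used here. Coordinates are those of the WormBase release WS180, and the deposited lists hold 558 to 7556 peaks with q-values up to 0.01. All q-values given for single peaks are the authors'. Peaks with q below 0.001 were kept, which left 261 to 6165 peaks per library (median 1928). A binding site of a factor is the merged region of overlapping peaks, by at least 10 bp, that holds a peak from both replicates. A factor was taken as absent from a site when neither replicate had a peak there. The paper drew its sites from reads pooled over both replicates, and the pooled peaks were not used here. Confidence intervals are 95% Wilson intervals and cover counting error over sites only.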

Biological replicates of synchronized populations of each strain at the selected stage were subjected to ChIP using an anti-GFP antibody, followed by Illumina deep sequencing [12,14]. Several example binding profiles are shown in Figure 1a. 

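The strongest peaks of EFL-1 recurred in the other replicate in every tissue. Among the 40% of peaks with the smallest q-values in each replicate, an overlap of at least 1 bp was found for 99.2% of peaks of the shorter list for somatic EFL-1, 99.2% for intestinal EFL-1 and 98.3% for germline EFL-1. Intestinal DPL-1 reached 98.4%, germline DPL-1 89.9% and somatic DPL-1 89.0%. LIN-35 reached 96.0% in the intestine and 94.3% in the soma. In the germline, LIN-35 driven by the mex-5 promoter reached 94.2%, and LIN-35 driven by the pie-1 promoter 58.5% (76 of 130 peaks, confidence interval 49.9% to 66.6%). The HPL-2 replicates 1 and 2 shared 82.3% (223 of 271 peaks). HPL-2 replicate 3 shared 53.4% with replicate 1 and 58.7% with replicate 2. In all, 7 of the 11 strains lay above 90%, and with the share taken of the longer list the count was 0.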

Reproducibility between biological replicates was > 90%, except for germline LIN-35 (73%) and intestinal HPL-2 (65%) (Figure S3A in Additional file 1), which showed distinct binding profiles from the other factors. As an additional control, we performed ChIP on wild-type L1 animals using an antibody to the endogenous EFL-1 protein. The binding profile of endogenous EFL-1 was remarkably similar to that of somatic EFL-1 (98% overlap; Figure S3A, B in Additional file 1). This comparison demonstrates that transgenic expression does not result in extensive ectopic binding, validating our approach.

**Figure 1:**
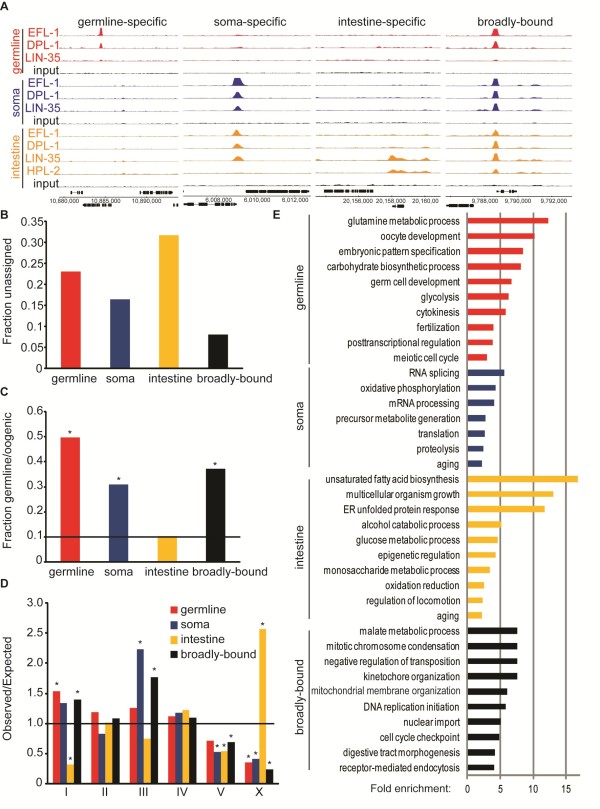
**Genes with tissue-specific binding by LIN-35, EFL-1 and DPL-1 exhibit unique properties**. **(a) **Single-gene examples of the typical binding profile for each tissue-specific dataset. The key for each factor and tissue is to the left of the tracks. One track is shown for each factor in sets corresponding to each tissue, with a control (input) sample for each tissue (black). Red, germline-specific promoter; blue, endogenous promoter; orange, intestine-specific promoter. **(b) **Graph showing the fraction of binding sites for each tissue-specific dataset not readily assignable to at least one nearby coding gene. **(c) **The fraction of candidate gene targets with germline-intrinsic or oogenesis-enriched expression based on [21] (about 0.105 of genes in the genome, marked by black line). Bars marked with an asterisk have significant over-representation (*P *< 1.8 × e-15 or lower; hypergeometric probability test). **(d) **The chromosomal distribution of candidate gene targets for each tissue-specific dataset. Statistically significant deviations from the expected value of 1 (marked with a black line) are indicated by an asterisk (*P *< 1.0e^-05^, Pearson's chi-square). **(e) **Gene Ontology analysis of candidate target genes in each tissue, with Gene Ontology category 'molecular process', and the extent of enrichment indicated by the bar. Up to ten categories, all with more than two-fold enrichment and a *P*-value < 0.05, are shown. Redundant categories were removed manually for each tissue. Full analysis available in Additional file 5.

We identified genome-wide binding sites for each factor in each tissue using PeakSeq (q < 0.001) [19]. The number of sites ranged from as few as 688 (germline LIN-35) to as many as 4,055 (somatic LIN-35) (Additional file 2). 

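LIN-35 had the fewest sites in the germline and the most in the soma. Germline LIN-35 had 185 sites in both replicates, and somatic LIN-35 had 2474. DPL-1 had 2356 sites in the soma, 1865 in the intestine and 898 in the germline. EFL-1 had 2154 sites in the germline, 1190 in the soma and 855 in the intestine. Intestinal LIN-35 had 1286 sites and intestinal HPL-2 had 562. The site count follows the shorter list of each strain. Without replicate 3, germline LIN-35 would have 701 sites, and without replicate 2 it would have 325, while somatic LIN-35 would have 4400 without replicate 1.

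**Figure D1:**
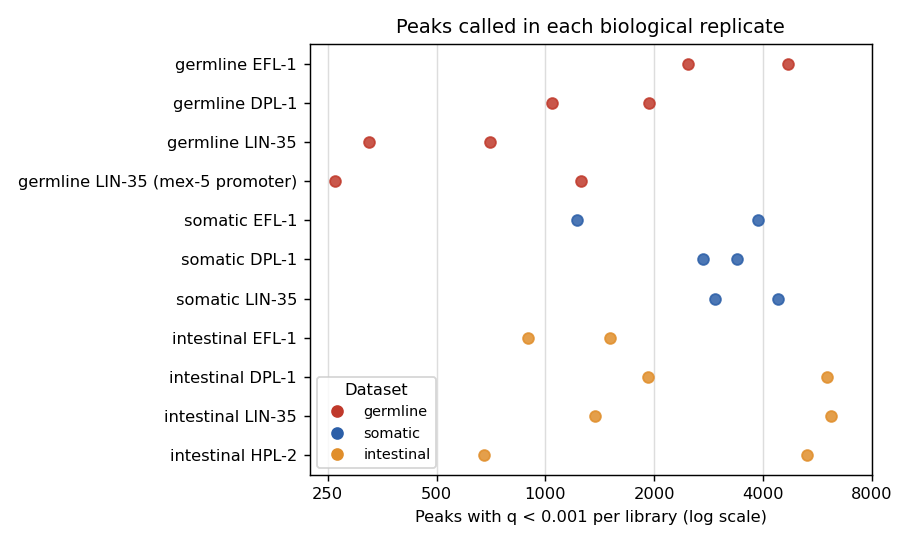
Peaks with q below 0.001 in each of the 22 libraries, 1 point per biological replicate, on a log scale. The germline LIN-35 libraries hold 701 and 325 peaks with the pie-1 promoter and 1257 and 261 with the mex-5 promoter. The L1 LIN-35 libraries hold 1374 to 6165.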

Consistent with the expectation that LIN-35, EFL-1, and DPL-1 act in a complex, binding sites of these factors exhibit extensive overlap in each tissue (Figure S4 in Additional file 1; Additional file 2), greater than for an unrelated transcription factor such as ALR-1 (data not shown) [14].

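Most EFL-1 sites of soma and intestine, and most DPL-1 sites of the germline, held another member of the complex. In the soma, 1145 of 1190 EFL-1 sites were DPL-1 sites (96.2%), and 1025 were LIN-35 sites (86.1%). In the intestine, 832 of 855 EFL-1 sites were DPL-1 sites (97.3%), and 69.7% were LIN-35 sites. In the germline, 864 of 898 DPL-1 sites were EFL-1 sites (96.2%), and the reverse share was 39.9% (859 of 2154). Of the DPL-1 sites, 48.6% in the soma (1146 of 2356) and 44.6% in the intestine (831 of 1865) were EFL-1 sites. Between EFL-1 and DPL-1, the higher share in each tissue is that of the factor with fewer sites. For HPL-2 in the intestine, 414 of 562 sites were LIN-35 sites (73.7%) and 27.8% were EFL-1 sites, while 56.6% had an EFL-1 peak in at least 1 replicate. The germline share of EFL-1 sites with DPL-1 rests on single libraries: it was 63.7% without germline DPL-1 replicate 1 and 19.0% without germline EFL-1 replicate 2. In the soma, the share of EFL-1 sites with DPL-1 was 59.7% without somatic EFL-1 replicate 1.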

### Tissue-specific gene targets have distinct properties and functions

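Each of EFL-1, DPL-1 and LIN-35 had sites in 1 tissue with no peak in either replicate of another tissue. For EFL-1, 813 of the germline sites (37.7%) had no somatic peak, and 106 somatic sites (8.91%) had no germline peak. For DPL-1, 185 germline sites (20.6%) had no somatic peak, and 1160 somatic sites (49.2%) had no germline peak. For LIN-35, 42 germline sites (22.7%) had no somatic peak, and 2098 somatic sites (84.8%) had no germline peak. An intestinal peak was lacking at 33 somatic DPL-1 sites (1.40%), 171 somatic EFL-1 sites (14.4%) and 384 somatic LIN-35 sites (15.5%). The germline libraries come from young adults and the others from L1 larvae, so tissue and stage change together in each of the germline comparisons.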

Each factor clearly exhibited tissue-specific binding events (Figure S4 in Additional file 1). We formally defined mutually exclusive sets of tissue-specific binding sites using criteria based on known or expected functions of, and relationships between, factors in each tissue as briefly outlined below (see Supplemental Materials and methods in Additional file 1 for additional rationale for criteria).

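The sites bound by EFL-1 and DPL-1 in the germline and lacking DPL-1 in the soma numbered 166 in the replicate lists. Ranked by the larger of the q-values of both germline EFL-1 replicates, the strongest lay at cpg-2, which encodes an eggshell chondroitin proteoglycan (chromosome III, 7101764 to 7104413), and at mex-1, which encodes a maternal RNA-binding protein (chromosome II, 11968107 to 11969071). At cpg-2 the germline EFL-1 q-values were 1.30e-82 in replicate 2 and 1.80e-186 in replicate 3. Another of the strongest sites lay at T21B10.3 (chromosome II, 8933328 to 8934279). Somatic LIN-35 had a peak at 7 of the 166 sites in each replicate. Germline LIN-35 had a peak at 68 of them in replicate 2 (41.0%) and at 30 in replicate 3 (18.1%). The number of sites depends on germline DPL-1 replicate 1, without which it was 336.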

Germline-specific sites (415) were bound by both germline EFL-1 and germline DPL-1 but not somatic DPL-1. We did not require binding by germline LIN-35 because it displays weak binding in the germline (see below). Somatic DPL-1 had very strong binding and was used to exclude binding sites not specific to the germline.

Soma-specific sites (282) were bound by somatic EFL-1, somatic DPL-1 and somatic LIN-35, but not germline EFL-1 or intestinal HPL-2. 

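With absence of germline EFL-1 and intestinal HPL-2 required in both replicates, 18 soma-specific sites remained. The 4 with the smallest somatic EFL-1 q-values lay close together at the right end of chromosome I, between 15022907 and 15053015, and none of the 4 was matched to a gene. The same chromosome end holds a region (15063987 to 15067648) with the strongest peak of 7 libraries. Whether the 4 sites and that region have a common source was not tested. The strongest of the 4 sites, at 15035726 to 15036145, had somatic EFL-1 q-values of 9.37e-31 in replicate 1 and 1.51e-152 in replicate 2. All 6 somatic libraries had a peak there. Intestinal EFL-1 replicate 2 had a peak at 11 of the 18 sites and replicate 3 at 8. Intestinal DPL-1 had a peak at 14 of them in replicate 1 and 13 in replicate 2. The count was 52 without somatic EFL-1 replicate 1, 49 without intestinal HPL-2 replicate 1 and 39 without germline EFL-1 replicate 3. With absence defined as not called in both replicates, it was 168.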

Somatic LIN-35, DPL-1, and EFL-1 showed very coordinated binding; thus, we included binding by all three factors. Exclusion of germline EFL-1 sites eliminates those also bound in the germline, while exclusion of intestinal HPL-2 sites removed many known to be non-specific 'HOT' sites [13]. These sites could be occupied in one or more somatic cell types.

Intestine-specific sites (656) were bound by both intestinal LIN-35 and intestinal HPL-2 but not somatic EFL-1 or intestinal EFL-1. This class was defined by our observation of binding sites with unique characteristics in the intestine that lacked EFL-1 binding but had highly coordinated LIN-35 and HPL-2 binding.

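Intestinal LIN-35 and HPL-2 shared 49 sites at which neither EFL-1 dataset had a peak in either replicate. Of these, pnp-1, which encodes a purine nucleoside phosphorylase, had a site of 5401 bp on chromosome IV (291817 to 297217). The LIN-35 q-values there were 1.50e-280 in replicate 1 and 1.60e-17 in replicate 2, and no germline or somatic library had a peak. A longer site on the same chromosome (16165797 to 16171669) was not matched to a gene and had peaks in 5 intestinal and 2 somatic libraries. Germline EFL-1 had a peak at 7 of the 49 sites in replicate 3 and at none in replicate 2. The number of sites depends on several libraries. It was 194 without intestinal HPL-2 replicate 2, 125 without somatic EFL-1 replicate 2 and 108 without intestinal LIN-35 replicate 2, and it was 242 with absence defined as not called in both replicates.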

Broadly bound sites (1,419) were bound by germline EFL-1, intestinal DPL-1, and somatic LIN-35. These three factors exhibited the strongest binding of any factor in each tissue and were therefore selected to identify binding sites expressed in both the germline and at least one somatic tissue (the intestine), and possibly other somatic tissues as well.

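Germline EFL-1, intestinal DPL-1 and somatic LIN-35 shared 961 sites, the largest of the 4 classes in the replicate lists. Among the strongest were the site shared by klp-18, which encodes a kinesin of the meiotic spindle, and cogc-2, a Golgi complex gene (chromosome IV, 7039408 to 7040325). Others lay at cdc-48.1, which encodes a segregase of ubiquitinated proteins (chromosome II, 10562856 to 10563822), and at the ribosomal protein gene rpl-3 (chromosome III, 3867113 to 3869784). Both of these sites had a peak in all 22 libraries, and that of klp-18 in 21. Germline LIN-35 had a peak at 298 of the 961 sites in replicate 2 and 191 in replicate 3. HPL-2 had a peak at 873 of them in replicate 1 and 185 in replicate 2.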

Examples of each category are displayed in Figure 1a. We independently validated a subset of germline-specific and soma-specific sites by ChIP-quantitative PCR (qPCR), confirming tissue-specific binding for 11 of 12 (Figure S5 in Additional file 1). Binding sites in each category were then associated with candidate target genes whose transcript start sites were either less than 500 bp from the binding site (high confidence targets), or between 500 and 2,000 bp from the binding site (low confidence targets). Sites more than 2,000 bp from the start site of any known gene were left unassigned (Additional file 3) [14]. 

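Sites without a nearby transcript start were more frequent in the intestine-specific class than over the other classes. The paper's Additional file 3 places each of its sites at a distance from the nearest start, and these placements were used for its sites that overlap a site of the same class here. On chromosomes I to IV and X, 131 of the paper's 342 germline-specific sites did so, as did 9 of its 245 soma-specific, 40 of its 556 intestine-specific and 838 of its 1166 broadly bound sites. Of the 40 intestine-specific sites, 20 were unassigned (50.0%, confidence interval 35.2% to 64.8%), against 72 of 978 sites in the other classes (7.36%). The log2 odds ratio is 3.64 (Fisher's exact test, two-sided, p = 5.6e-12). Among the soma-specific sites 3 of 9 were unassigned (33.3%, confidence interval 12.06% to 64.6%), among the germline-specific sites 19.1%, and among the broadly bound sites 5.25%. Chromosome V was left out because its coordinates in Additional file 3 lie a median of 167 bp from the deposited peaks.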

Most were assigned with high confidence to one or more coding genes; however, the intestine-specific dataset exhibits a relatively high fraction of unassigned binding sites (Figure 1b).

To assess the sensitivity of this tissue-specific approach, we compared the tissue-specific datasets with those identified in whole animal, mixed stage ChIP-chip experiments for LIN-54, another SynMuvB component that is expected to share many binding sites with Rb/E2F components as part of the DRM complex [15]. Strikingly, only 9% of the intestine-specific and 11% of the germline-specific targets were identified in the LIN-54 study, compared to 60% and 41% of the broadly bound and soma-specific targets, respectively (Additional file 4). The tissue-specific profiles identify hundreds of new binding sites, in addition to permitting the assignment of many binding events to a particular cell type.

LIN-35, EFL-1 and DPL-1 are expected to regulate genes with germline expression in both the germline and soma [11,20]. We used published germline expression data [21] to assess the fraction of germline-expressed genes for each set of targets, and found that germline expression is over-represented among the germline-specific, soma-specific, and broadly bound targets, but not the intestine-specific targets (Figure 1c). Enrichment for binding at germline-expressed genes in the soma-specific and broadly bound datasets is consistent with the ability of *lin-35 *to repress the germline fate in somatic tissues [9]. Additionally, the germline-specific, soma-specific, and broadly bound candidate target genes are strikingly under-represented on the X chromosome, whereas intestine-specific targets are substantially enriched on the X chromosome (Figure 1d). This observation is consistent with the fact that relatively few germline-expressed genes are located on the X, and the X chromosome is poorly expressed in most germ cells [22,23]. Thus, LIN-35, EFL-1, and DPL-1 primarily bind near germline-expressed genes, with the exception of the intestine-specific sites.

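Broadly bound and germline-specific sites were rare on the X chromosome and intestine-specific sites were common there. Of the broadly bound sites, 20 of 954 lay on X (2.10%), and of the germline-specific sites 4 of 166 (2.41%). The broadly bound share was 6.37% without germline EFL-1 replicate 2, and the germline-specific share was 6.53% without germline DPL-1 replicate 1 and 3.94% without replicate 4. Of the intestine-specific sites 15 of 49 did (30.6%, confidence interval 19.5% to 44.5%), and of the soma-specific sites 0 of 18 (confidence interval up to 17.6%). The comparison was with all other sites of any factor in the 22 libraries, of 4382 in all, in which overlapping sites of different factors count as 1. Fisher's exact test (two-sided, adjusted over 4 classes) gave a log2 odds ratio of -2.95 for the broadly bound class (adjusted p = 3.7e-33), -2.32 for the germline-specific class (adjusted p = 2.6e-05), 1.78 for the intestine-specific class (adjusted p = 4.4e-04) and -2.32 for the soma-specific class (adjusted p = 0.26). By the same exact test, sites called in at least 1 replicate gave -0.30 for the germline-specific class (adjusted p = 0.17). The soma-specific class passed the exact test without germline EFL-1 replicate 3, with -3.39 (adjusted p = 0.019), and with absence defined as not called in both replicates, where 5 of its sites lay on X (log2 odds ratio -2.04, adjusted p = 7.1e-05).

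**Figure D2:**
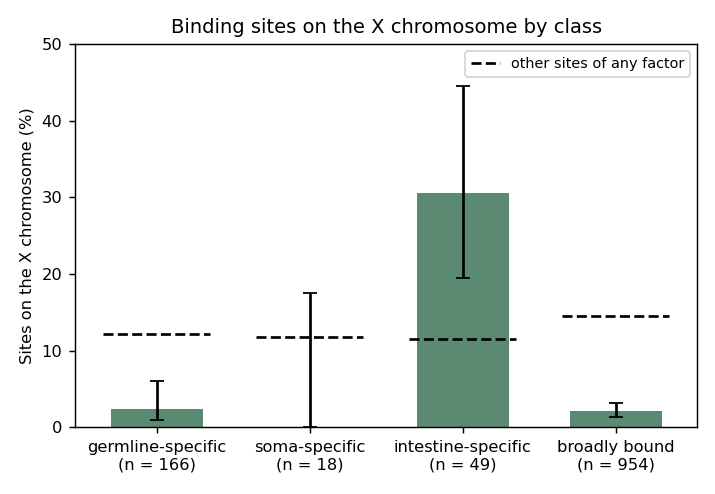
Share of the sites of each class on the X chromosome, with 95% Wilson intervals as error bars and the share among all other sites of any factor as dashed lines. The intestine-specific bar stands at 30.6%, and the other bars lie at 2.41% or below.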

Despite having the common characteristic of germline expression, the genes in the tissue-specific datasets have strikingly different predicted functions, based on Gene Ontology (GO) categories (Figure 1e; Additional file 5). The germline-specific candidate targets include many whose functions have been implicated in oogenesis, fertilization, and embryonic patterning, consistent with the known germline phenotypes of *efl-1 *and *dpl-1 *mutants [11,24]. For example, multiple genes in this dataset mediate chitin and chondroitin biosynthesis and have been implicated in eggshell formation, including *cpg-2, cpg-3, cpg-4, gna-2, cbd-1, chs-1*, and four C-type lectin genes. 

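Most maternal regulators of oogenesis and early patterning that lay next to a class site were germline-specific. Of 32 such genes on a list, 13 lay next to a class site, and 12 of these were germline-specific. They include mex-5 and mex-6, which encode zinc-finger proteins that polarize the embryo, puf-3, puf-5 and puf-11, which encode translational repressors of the PUF family, and the Notch receptor gene glp-1. The remaining gene, skn-1, which encodes an endoderm-specifying factor, was broadly bound. The site at puf-11 (chromosome IV, 6420725 to 6422651) had peaks in all 8 germline libraries and in none from L1 larvae. At mex-5 the peaks of the strain carrying the mex-5 promoter can come from its extra copies. The log2 odds ratio was 6.19 (Fisher's exact test, two-sided, adjusted p = 8.5e-10 over 32 pairs of list and class and 1.1e-10 adjusted over the list alone). The background was the 1225 genes next to a site of any class, and several list members are genes that the paper names. Genes of chromosome V, such as spn-4, were not placed.

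**Figure D3:**
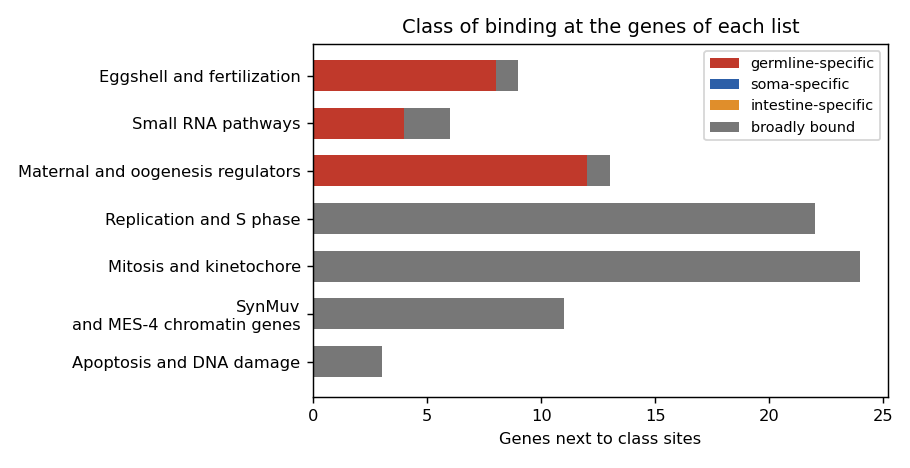
Number of genes of each list next to a site of each class, for the lists with at least 1 such gene. The maternal list has 12 germline-specific genes and the eggshell list 8, and the replication and mitosis lists have 22 and 24 broadly bound genes.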

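Most eggshell genes with a class site were bound in the germline alone. Of 9 genes on a list of eggshell and fertilization genes next to a class site, 8 were germline-specific: cpg-2, the chitin synthase gene chs-1, the chitin-binding gene cbd-1, the lectin gene clec-88, and egg-1, egg-2, egg-3 and egg-4, which act in fertilization and egg activation. The lectin gene clec-87 was broadly bound. The site at cbd-1 (chromosome IV, 11372162 to 11373724) had germline EFL-1 q-values of 5.55e-41 in replicate 2 and 4.13e-143 in replicate 3. The 8 genes each had a germline LIN-35 peak in at least 1 library of either promoter and no peak in soma or intestine. At cpg-3 and gna-2, which acts in making the sugar precursor of chitin, only the EFL-1 replicates had germline peaks, so these genes lay outside the class. For cpg-4, on chromosome V, no site was placed. The log2 odds ratio for the list was 5.59 (Fisher's exact test, two-sided, adjusted p = 1.7e-06, and 6.2e-07 adjusted over the list alone). Several list members, such as cpg-2, cbd-1 and chs-1, are genes that the paper names as germline-specific. The test is therefore not independent of the paper's result.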

Soma-specific candidate targets function in fundamental cellular processes that occur in somatic tissues as well as in the germline, such as splicing, translation, and proteolysis. 

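At ncbp-2, which encodes a subunit of the nuclear cap-binding complex, 5 of 6 somatic libraries and no germline library had a peak. Its somatic EFL-1 q-values were 8.32e-08 in replicate 1 and 3.02e-76 in replicate 2. The gene lay outside the class, which it entered without somatic LIN-35 replicate 1 or with sites in at least 1 replicate. The protease gene ymel-1 had peaks in 3 somatic libraries, and the SUMO protease gene ulp-2 in 4 somatic libraries and 1 germline library. At both, somatic EFL-1 had a peak in replicate 2 (q of 1.05e-08 and 1.15e-10) and none in replicate 1, so neither gene was counted in the class. In all, 9 genes lay next to the soma-specific sites, and none of them was on any of the 8 gene lists tested. The class is too small here for a test of functions.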

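The replication and mitosis genes that lay next to a class site were all broadly bound. Of 32 replication genes on the list, these were 22, among them mcm-2, mcm-4 and mcm-5 of the replicative helicase, the sliding clamp gene pcn-1, and rnr-1, which encodes a ribonucleotide reductase subunit. Of 37 mitosis genes they were 24, among them the centromeric histone gene hcp-3, the kinase gene plk-1, and lin-5 and gpr-2, which position the spindle. The site at pcn-1 (chromosome IV, 4049153 to 4050126) had a peak in all of the libraries, and that at hcp-3 (chromosome III, 9614898 to 9617385) in 20. Replication genes had a peak in a median of 17 libraries (14 to 22). Germline LIN-35 from either promoter had a peak at 11 of the replication genes and 14 of the mitosis genes. Broadly bound genes make up 1064 of the background, and neither list passed the test there: the log2 odds ratios were 2.80 (adjusted p = 0.36) and 2.93 (adjusted p = 0.28; Fisher's exact test, two-sided). Of 28 SynMuv and related chromatin genes, 11 lay next to a class site, such as lin-9, lin-54 and mes-2, and all 11 were broadly bound. Of 15 genes of apoptosis and DNA damage, 3 did, ced-3, brc-1 and mrt-2, and these were also broadly bound. Neither list passed the same exact test (log2 odds ratios 1.82 and 0.09).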

The broadly bound candidate gene targets tend to function in cell cycle-related processes such as mitosis and replication, similar to the best-studied Rb/E2F targets in mammalian systems [3]. Finally, the intestine-specific set is enriched for genes involved in cellular metabolism, such as fatty acid biosynthesis and glucose metabolism, as well as the unfolded protein response in the endoplasmic reticulum. 

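At the carbonic anhydrase gene cah-4 on the X chromosome, every peak came from the intestine. It was found in 2 intestinal libraries, with a LIN-35 q-value of 3.71e-45 in replicate 1 and no peak in replicate 2. At peb-1, which encodes a DNA-binding protein of the foregut, 3 intestinal libraries had a peak, with a LIN-35 q-value of 8.95e-20 in replicate 1. At F11G11.5, 2 intestinal libraries and 1 germline library had a peak. Intestinal LIN-35 replicate 2 had no peak at cah-4, peb-1 or F11G11.5, so none of them was counted in the class. In all, 22 genes lay next to the recovered intestine-specific sites. None of the 36 genes on a list of intestinal and metabolic genes lay next to a site of any class, so no enrichment could be tested. For cpr-1, a gut protease gene on chromosome V, no site was placed.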

Cumulatively, these results demonstrate that the sets of tissue-specific binding sites correspond to target genes with fundamentally distinct properties.

### LIN-35 exhibits reduced binding in the germline relative to somatic tissues

A notable feature of our data was marked reduction of DNA binding by germline LIN-35 compared to somatic tissues (Figure 2a). 

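LIN-35 gave fewer peaks in the germline than in larval soma and intestine. Over the 4 germline libraries from both promoters, the log2 number of peaks was 9.03 ± 1.04 (SD, n = 4), and over the 4 libraries of soma and intestine it was 11.66 ± 0.93 (SD, n = 4). The difference was -2.63, a 6.19-fold lower number (exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow). Each side holds both replicates of each of its strains, and the exact tests of this paragraph treat all libraries as independent. Their p-values therefore measure the spread over libraries and not over strains. Every germline library had fewer peaks than every L1 library. Divided by the ChIP reads of each library, the numbers still differed by -1.996 (exact p = 0.0286). Within the germline, LIN-35 libraries had 4.21-fold fewer peaks than EFL-1 and DPL-1 libraries (log2 difference -2.07, exact permutation test, two-sided, p = 0.0571). Divided by reads, this difference was -1.80 (exact p = 0.0286). Leaving out any of 6 of the 8 LIN-35 libraries gave an exact p of 0.0571 for the comparison between tissues, with log2 differences from -2.77 to -2.30. The remaining libraries have 35 splits, so the exact p can only be 0.0286 or a multiple of it. The rise can therefore come from the smaller number of libraries alone.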

The relatively few germline LIN-35 binding sites are also bound by germline EFL-1 and/or DPL-1, but are much weaker (median q-value = 6.3e^-08 ^for LIN-35, compared to 6.4e^-23 ^for DPL-1 and 5.2e^-95 ^for EFL-1; Figure S4 in Additional file 1). 

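Nearly every germline LIN-35 site was also a site of EFL-1 or DPL-1. Of the 185 sites, 183 were EFL-1 sites (98.9%), 173 were DPL-1 sites (93.5%) and 184 were sites of either. At par-3, which encodes a polarity protein (chromosome III, 5663431 to 5664222), the q-values in replicate 2 were 6.80e-12 for LIN-35 and 8.89e-61 for EFL-1. The DPL-1 q-values there were 7.70e-19 in replicate 1 and 1.63e-26 in replicate 4. Over whole lists, the median q-value on the -log10 scale was 4.08 ± 0.04 for LIN-35, 5.52 ± 0.56 for DPL-1 and 6.55 ± 0.83 for EFL-1 (mean of the medians of 2 replicates ± SD). Over sites called in both replicates it was 5.59, 7.97 and 12.66. The q-values of different lists depend on each library's depth and background and are given as a description only.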

Poor binding is likely not a technical problem, because germline LIN-35 rescued the *lin-35 *mutant phenotype in the germline (Figure S2 in Additional file 1). Moreover, the epitope tag does not impair LIN-35 binding, as both somatic and intestine LIN-35:GFP bound chromatin proficiently. However, to ensure that the weak binding of germline LIN-35 did not reflect an undetected problem with this particular transgenic line, we utilized the promoter of *mex-5 *to drive LIN-35:GFP expression in the germline; this line also rescued *lin-35 *mutant germline defects (Figures S1 and S2 in Additional file 1). ChIP-seq analysis demonstrated that *mex-5*-driven LIN-35:GFP exhibits the same limited binding capability as *pie-1*-driven LIN-35:GFP (Figure 2a). Moreover, P*mex-5*:LIN-35:GFP binding sites overlap extensively with binding by germline EFL-1 (Figure 2b), similar to P*pie-1*:LIN-35:GFP (Figure S3A in Additional file 1). This result confirms that the binding capability of LIN-35 is impaired specifically in the germline.

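LIN-35 expressed from the mex-5 promoter had few sites in the germline, like LIN-35 expressed from the pie-1 promoter. The mex-5 line had 235 sites in both replicates. Of these, 69 were sites of the pie-1 line (29.4%), where 1000 random circular shifts of the sites along the chromosomes gave 0.27% on average (permutation test, one-sided, p = 0.001, the smallest the shifts allow). At egg-1, which encodes a sperm-binding receptor of the egg (chromosome III, 5727725 to 5728493), both replicates of both lines had a peak, with q-values of 3.71e-05 and 6.37e-04 for the mex-5 line and 7.45e-13 and 4.52e-06 for the pie-1 line. At cbd-1, csr-1 and rme-2 the mex-5 line had no peak. The mex-5 libraries hold 1600000 and 650000 reads, and without replicate 2 the line would have 1257 sites.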

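Most sites of the mex-5 line were germline EFL-1 sites. Of the 235 sites, 186 were (79.1%, confidence interval 73.5% to 83.9%), and 97.0% had an EFL-1 peak in at least 1 replicate. Random circular shifts of the LIN-35 sites gave 2.96% for the mex-5 line and 3.02% for the pie-1 line (permutation test, one-sided, p = 0.001 for each line, the smallest that the shifts allow). The paper concludes that the capability of LIN-35 to bind DNA is impaired in the germline. Besides the limited binding of both lines, it cites their rescue of lin-35 germline defects and the binding of tagged LIN-35 in soma and intestine.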

**Figure 2:**
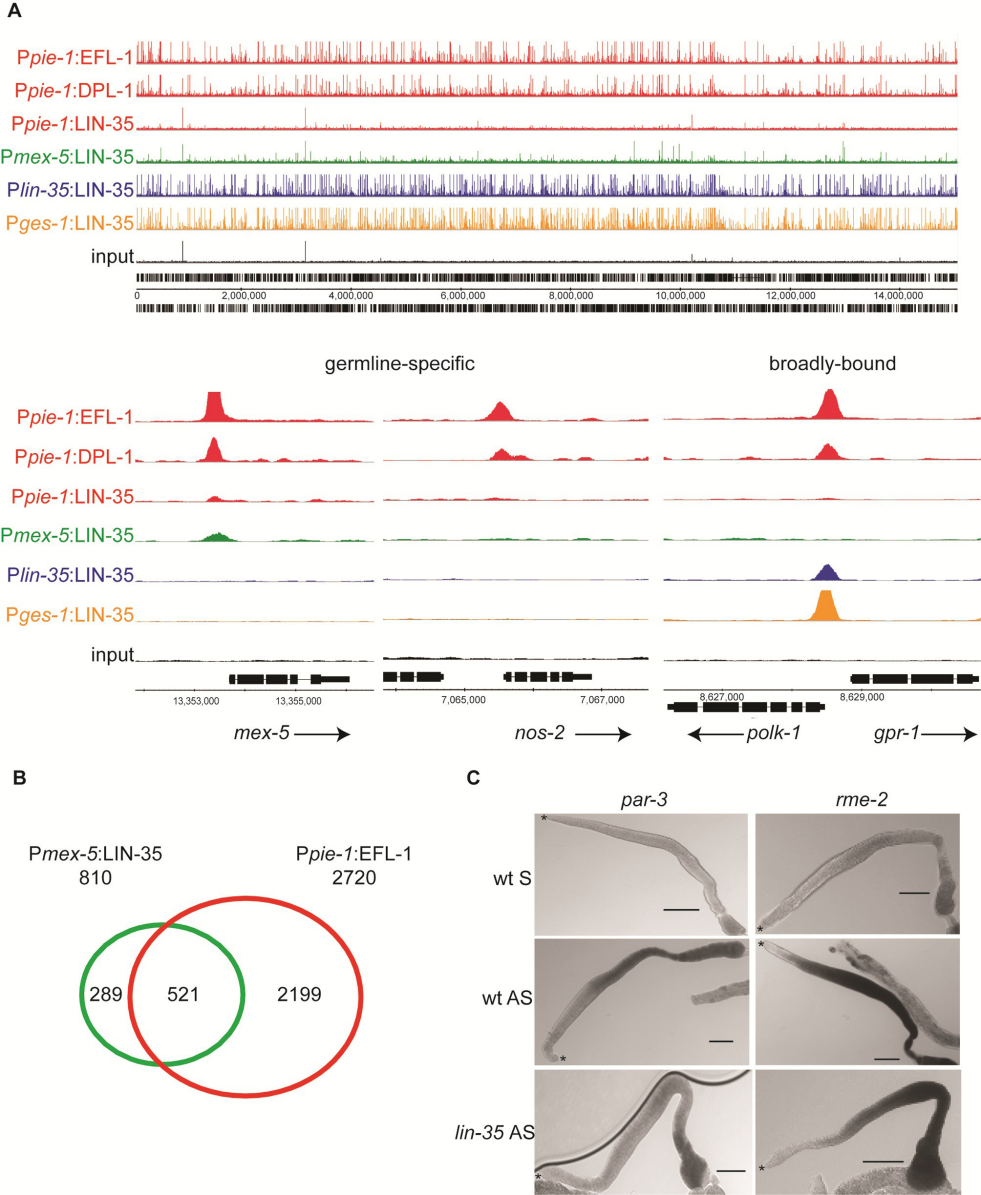
**LIN-35 exhibits reduced binding in the germline**. **(a) **Example of binding across the entirety of chromosome I for each factor in the germline (indicated by the promoter, either P*pie-1*, red, or *Pmex-5*, green), and for LIN-35 in the soma (*Plin-35*, blue) and the intestine (P*ges-1*, orange). Three individual genes are shown below, two of which are germline-specific and show little (left) or no (middle) LIN-35 binding, and one that is broadly bound and shows LIN-35 binding in somatic tissues and not in the germline. **(b) **Venn diagram comparing overlap of binding sites between P*mex-5*:LIN-35:GFP and P*pie-1*:EFL-1:GFP. **(c) ***In situ *hybridization of candidate germline-specific genes (*par-3 *and *rme-2*) in wild-type (wt) and *lin-35 *gonads. AS, antisense probe; S, sense probe. Distal tip marked by an asterisk. Scale bars = 50 μm.

Reduced LIN-35 binding in the germline might occur because LIN-35 has a significantly reduced role in complexes in which EFL-1 and DPL-1 activate gene expression, consistent with the canonical model for Rb/E2F function in which the dissociation of a pocket protein switches E2F from repressor to activator [25]. Alternatively, LIN-35 binding might be restricted to a subset of germ cells. We speculated that LIN-35 might act specifically in the mitotic progenitor cells of the germline to prevent premature activation of EFL-1/DPL-1-regulated genes, which are poorly expressed in progenitor cells and strongly upregulated by EFL-1/DPL-1 as germ cells initiate meiosis and gametogenesis [11]. Consistent with this possibility, the EFL-1/DPL-1 target gene *lip-1 *exhibits increased mRNA and protein levels in the progenitor cells of *lin-35 *mutants [26].

To distinguish between these two possibilities, we performed *in situ *hybridization of wild-type and *lin-35 *mutant gonads to examine the spatial expression pattern of four target genes (*par-3, egg-1, rme-2*, and *chs-1*) bound in the germline by LIN-35, EFL-1 and DPL-1 (Figure 2c; data not shown). However, none exhibited expanded expression into the progenitor cell population of *lin-35 *mutants. Instead, overall expression appeared mildly reduced in the proximal gonad in the mutant compared to wild type. This result is consistent with LIN-35 having a minimal role in complexes in which EFL-1/DPL-1 is functioning as an activator, rather than acting specifically in progenitor germ cells. By contrast, in somatic tissues LIN-35 binding is extensive and the complex primarily inhibits gene expression. Thus, tissue-specific regulation of the association of LIN-35 with EFL-1/DPL-1 might be a key factor determining whether the complex activates or represses gene expression.

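The sites at these 4 genes had peaks in germline libraries alone. At rme-2, which encodes the yolk receptor of oocytes (chromosome IV, 5469697 to 5470860), both replicates of germline EFL-1, DPL-1 and LIN-35 had a peak. The q-values in replicate 2 were 1.39e-62 for EFL-1 and 3.83e-12 for LIN-35. At chs-1 (chromosome I, 7554519 to 7555715), LIN-35 had a peak in replicate 3 (q of 5.43e-05) and none in replicate 2, while EFL-1 had q-values of 1.57e-43 and 1.55e-76. At egg-1 all 8 germline libraries had a peak, and at par-3 7 of them did.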

### Tissue-specific target genes are differentially regulated in *lin-35, efl-1 *and *dpl-1 *mutants

To investigate how tissue-specific target genes are regulated by EFL-1, DPL-1, and LIN-35, we compared the germline-specific, soma-specific, intestine-specific, and broadly bound targets to data from three published microarray studies on *efl-1, dpl-1*, and/or *lin-35 *mutants, in the same stages and/or tissues (Figure 3a; Additional file 6). One study analyzed gene expression in dissected gonads, identifying 74 genes with down-regulated expression in both *efl-1 *and *dpl-1 *mutant gonads and 88 genes with up-regulated expression in *lin-35 *mutant gonads [11]. Two other studies identified up- and down-regulated genes in the soma of *lin-35 *mutant L1 larvae, either at 20°C [20], or at 26°C [10]. These latter two studies have significant overlap (55% of up-regulated genes from the smaller 20°C gene list; *P *< 8.0e^-224^, hypergeometric probability test).

**Figure 3:**
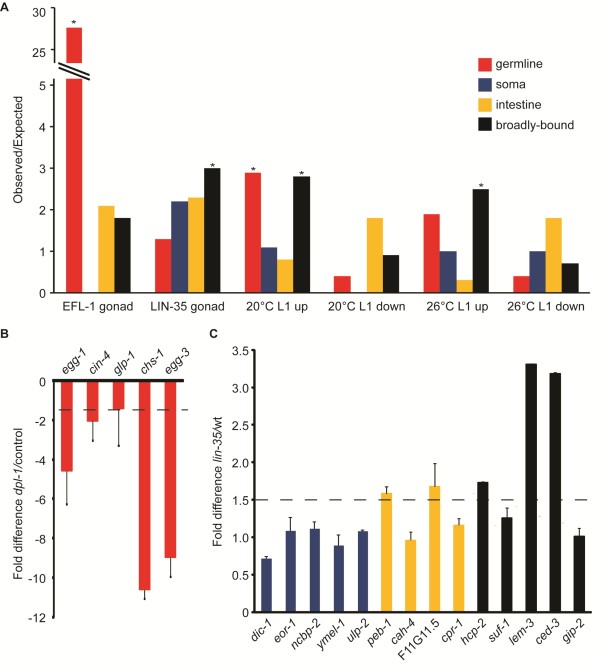
**Tissue-specific target genes in *lin-35, efl-1*, and *dpl-1 *mutants are differentially regulated**. **(a) **Over-representation of tissue-specific candidate gene targets in different published microarray expression datasets. The expression datasets on the x-axis labeled E2F gonad and LIN gonad are from [11], while the 20°C data sets are from [20], and the 26°C data sets are from [10]. Statistically significant deviations are indicated by asterisks (*P *< 1.0e-05, hypergeometric probability test). **(b) **qRT-PCR results for selected germline-specific candidate target genes that were not considered regulated in the gonad microarray datasets. Fold difference of expression was compared between control (*unc-4*) and mutant (*unc-4 dpl-1*) RNA from dissected gonads, and normalized to hexokinase expression. Error bars indicate technical replicates. The dashed line indicates 1.5-fold difference. **(c) **qRT-PCR results for selected soma-specific (blue), intestine-specific (orange), and broadly bound (black) candidate target genes that did not show any regulation in the 20°C or 26°C L1 microarray datasets. The fold difference of expression of each gene was compared between wild-type (N2) and *lin-35(n745) *mutant L1s raised at 26°C, and normalized to actin (*act-3*) expression. Error bars indicate technical replicates. The dashed line indicates 1.5-fold difference.

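Genes lowered in gonads of efl-1 and dpl-1 mutants that lay next to a class site were mostly germline-specific. The array list holds 74 genes. Of the 23 next to a site of any class, 19 were germline-specific and 4 were broadly bound. The 19 include the eggshell and fertilization genes egg-2, egg-4 and clec-88 and the maternal regulators mex-1, mex-6, puf-3 and rme-2. Germline LIN-35 from either promoter had a peak at 12 of the 19. The 4 broadly bound genes, named after their values were seen, are F18A1.7, R05H5.3, the tubulin gene tbb-2 and the spindle gene mesp-1. The log2 odds ratio of the germline-specific class was 5.32 (adjusted p = 3.2e-14) and that of the broadly bound class -5.01 (adjusted p = 4.5e-13), by Fisher's exact test (two-sided), adjusted over the 6 array lists of the paper's Additional file 6 and 4 classes. Genes of chromosome V could not be placed and are left out.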

Comparison of the germline-specific target genes with the genes regulated in dissected gonads of *efl-1, dpl-1 *and *lin-35 *mutants showed that 36 of the 74 down-regulated genes were bound by germline EFL-1 and DPL-1 (*P *< 1.03e^-43^), consistent with EFL-1 and DPL-1 acting directly to promote gene expression in the germline. 

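No gene raised in gonads of lin-35 mutants lay next to a germline-specific site in the replicate lists. All 12 such genes next to a class site were broadly bound (log2 odds ratio 1.94, adjusted p = 1.0 by Fisher's exact test, two-sided). At unc-101, which encodes a clathrin adaptor subunit, germline EFL-1 had q-values of 3.68e-07 in replicate 2 and 1.00e-20 in replicate 3. Peaks there came from 3 germline and 2 intestinal libraries. At the heat shock factor gene hsf-2 the EFL-1 q-values were 3.83e-06 and 8.60e-19, with peaks in 2 germline libraries and in none of soma or intestine. Neither gene had germline DPL-1 in both replicates, and unc-101 entered the class without germline DPL-1 replicate 1 or with sites in at least 1 replicate.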

Only two germline-specific target genes (*unc-101 *and *hsf-2*) were differentially expressed in *lin-35 *mutant gonads, indicating that LIN-35 is not required for the correct expression levels of most targets, and consistent with the limited binding by LIN-35 in the germline. The broadly bound candidate gene targets were over-represented among somatic L1 *lin-35 *up-regulated genes (20°C, *P *< 2.81e^-19^; and 26°C, *P *< 1.82e^-25^), consistent with a subset of these genes being bound and down-regulated by LIN-35 in various somatic tissues. 

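Most genes raised in lin-35 mutant L1 larvae that lay next to a class site were broadly bound. Of the genes raised at 26°C, 103 of 112 were broadly bound and 9 were germline-specific. The broadly bound ones include polk-1, which encodes a DNA polymerase, and gpr-1, a spindle positioning gene, which share a site (chromosome III, 8628050 to 8628851) with peaks in 4 germline, 6 somatic and 7 intestinal libraries. Of the genes raised at 20°C, 64 of 74 were broadly bound. Germline-specific genes in both lists include cpg-2 and glp-1. Against a background of genes next to any class site, the log2 odds ratio of the broadly bound class was 0.79 at 26°C (adjusted p = 0.85) and -0.10 at 20°C (adjusted p = 1.0, Fisher's exact test, two-sided). With sites called in at least 1 replicate, the ratio at 26°C was 1.11 (adjusted p = 0.016) and that at 20°C was 0.23 (adjusted p = 0.88) by the same exact test.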

Surprisingly, the soma-specific and intestine-specific targets did not overlap significantly with L1 *lin-35 *regulated genes at 20°C or 26°C.

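No gene next to a soma-specific or intestine-specific site was on a list of genes changed in lin-35 mutant L1 larvae. This covers 9 soma-specific and 22 intestine-specific genes and the lists of genes raised and lowered at both temperatures. The soma-specific genes are too few to exclude an overlap, with an unadjusted p of 1.0 for each list (Fisher's exact test, two-sided). The smallest unadjusted p among the intestine-specific pairs was 0.25, for genes raised at 26°C. At mbtr-1, which encodes a protein with MBT repeats and was raised at 20°C, 5 somatic, 5 intestinal and 1 germline library had a peak, so that it lay outside the class. For mes-4, which encodes a germline chromatin regulator on chromosome V, no site was placed.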

Indeed, the majority of tissue-specific candidate gene targets from any group were not significantly regulated in the microarray analyses. Transcription factor binding and target gene regulation typically show a poor correlation, which could be due partly to incorrect target assignment or shortcomings with the microarray analysis (reviewed in [27]). We therefore tested whether 'unregulated' direct gene targets were in fact regulated by EFL-1/DPL-1 and/or LIN-35, using qRT-PCR for several candidates in each category. Of five germline-specific targets tested, all five had decreased expression in *dpl-1 *mutant gonads relative to controls (Figure 3b), suggesting that most germline-specific candidate target genes require DPL-1, and presumably EFL-1 as well, for expression in the gonad and that they were missed in the microarray analysis. Additionally, we examined expression of targets in the soma-specific, intestine-specific, and broadly bound sets in *lin-35 *mutant L1 larvae raised at 26°C. Three broadly bound and two intestine-specific genes showed > 1.5-fold increased expression in *lin-35 *mutants relative to wild type (Figure 3c), but the rest exhibited little to no change in expression. This result suggests that LIN-35/EFL-1/DPL-1 inhibits expression of only a subset of the candidate gene targets in these categories. We conclude that a binding event is much more likely to directly affect expression levels of candidate target genes in the germline than in the soma.

Finally, a recent study monitored the expression of several candidate SynMuvB target genes in the soma of young adults lacking a germline, in which various DRM and heterochromatin SynMuvB complexes were inactivated by mutation or RNAi [8]. This analysis defined four DRM-specific targets (*spn-4, mut-2, rde-4*, and *drh-3*), two heterochromatin-complex-specific targets (*wago-1 *and *wago-10*), and seven 'common' targets regulated by both complexes. 

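Among small RNA genes, wago-1 was bound in the germline alone and mut-2 in all tissues. wago-1 encodes an Argonaute protein, and its site on chromosome I (7234469 to 7235370) lies just upstream of the transcript start at 7235383. Germline EFL-1 had q-values there of 5.09e-17 in replicate 2 and 7.50e-43 in replicate 3, and germline DPL-1 had 8.39e-04 in replicate 1 and 1.16e-04 in replicate 4. No LIN-35 library had a peak. mut-2 encodes a nucleotidyltransferase of the RNAi pathway, and its site (chromosome I, 6358424 to 6358741) had peaks in 2 germline, 6 somatic and 6 intestinal libraries. The germline EFL-1 q-values at mut-2 were 2.56e-04 and 1.56e-04, and the somatic EFL-1 values 2.79e-13 and 4.15e-77. For ppw-1, wago-9, wago-10, rde-4 and drh-3, Additional file 3 gives no site under that name, and spn-4 and pgl-3, on chromosome V, were not placed.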

We therefore examined whether these genes were tissue-specific direct targets of EFL-1, DPL-1, and LIN-35. *wago-1 *and *wago-10 *are germline-specific targets, while *spn-4 *and *mut-2 *are broadly bound, *drh-3 *is not bound, and *rde-4 *exhibits a complex binding pattern in somatic tissues that was not classified. Two of the common targets (*pgl-3 *and *wago-9*) are germline-specific and five were not significantly bound. Thus, we did not find a strict correlation between binding profile and regulation by the different SynMuvB complexes, although notably both heterochromatin complex-specific genes were in the germline-specific category, while none of the DRM-specific genes were.

### *mes-4 *is a direct target of LIN-35/EFL-1/DPL-1 in the soma

The tissue-specific binding profiles permit identification of key targets that might contribute to the adoption of germline-characteristics in the somatic tissues of *lin-35 *mutants. As described above, we found little overlap between *lin-35 *mis-regulated genes and those bound by LIN-35, EFL-1, or DPL-1 in the soma (Figure 3A in Additional file 6), suggesting that LIN-35-mediated repression of germline genes in the soma at this stage is largely indirect.

Strikingly, one of the few genes both bound by LIN-35 specifically in the soma, and differentially regulated in *lin-35 *mutants, is *mes-4 *(Figure 4a). We confirmed *mes-4 *transcript induction in *lin-35 *mutant L1s relative to wild type by qRT-PCR (Figure 4b), consistent with previous microarray experiments [20]. Moreover, in *lin-35 *mutants, EFL-1 binding at the *mes-4 *promoter is vastly reduced, whereas most other direct target genes still retain EFL-1 binding, suggesting that regulation of *mes-4 *is specifically disrupted in *lin-35 *mutants (Figure 4c; Figure S6A in Additional file 1).

**Figure 4:**
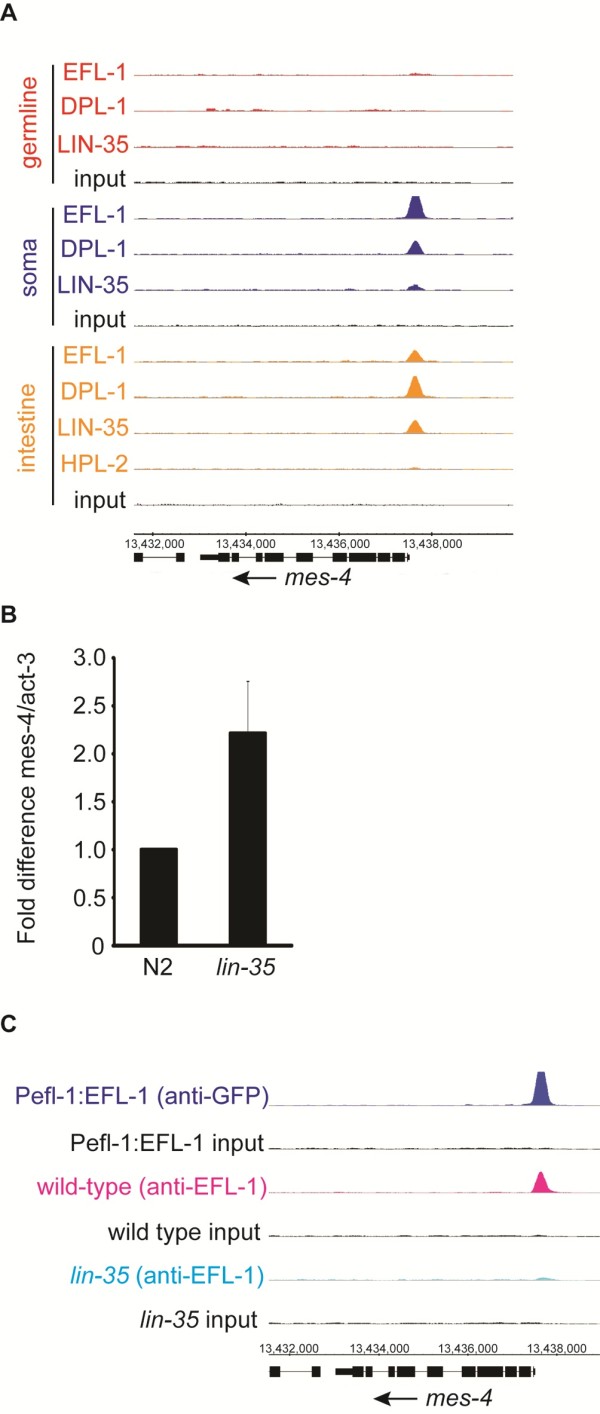
***mes-4 *is a direct target of LIN-35/EFL-1/DPL-1 in somatic tissues**. **(a) **Binding profile of LIN-35, EFL-1, DPL-1 and HPL-2 in multiple tissues at the *mes-4 *locus. **(b) **qRT-PCR verification of up-regulation of *mes-4 *transcript levels in *lin-35 *mutants relative to wild type. The error bar indicates standard error of biological replicates. **(c) **Binding profiles of EFL-1 at the *mes-4 *locus in the soma using the GFP antibody (blue) and in wild-type (magenta) and *lin-35 *(cyan) using the EFL-1 antibody. An input control for each is shown below in black.

*mes-4 *is especially intriguing as a direct target because its activity is essential for the germline-to-soma transformation: *mes-4*; *lin-35 *mutants exhibit a significantly reduced larval arrest and reduced levels of somatic germ granules relative to *lin-35 *mutants [9,10]. It also has the ability to suppress multiple other *lin-35 *related phenotypes [28]. MES-4 encodes an H3K36 histone methyltransferase that acts primarily in the bodies of genes expressed in the germline, presumably so that they can be re-expressed in germ cells in the next generation [29]. These observations have led to the working model that LIN-35 antagonizes the pro-germline influence of MES-4. Our data suggest that LIN-35 does so, at least in part, by binding directly to the *mes-4 *gene in the soma, to reduce *mes-4 *expression and prevent it from targeting germline-expressed genes inappropriately. In this manner, LIN-35 might prevent activation of an extensive germline gene expression program in the soma without directly binding each regulated gene.

### CSR-1 is required for the soma-to-germline transformation of *lin-35 *mutants

The soma of *lin-35 *mutants also exhibits the germline characteristic of enhanced RNAi sensitivity [9]. One hypothesis is that various proteins involved in RNAi-based pathways in the germline are mis-expressed in the soma of *lin-35 *mutants [9,30]. 

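At csr-1, which encodes an Argonaute protein that binds RNAs of germline genes, every peak came from the germline. Its site on chromosome IV (7957910 to 7960145) covers the transcript start at 7958597. The germline EFL-1 q-values were 6.29e-39 in replicate 2 and 7.55e-121 in replicate 3, and those of DPL-1 9.75e-14 and 8.05e-14. LIN-35 had a peak in replicate 2 (q of 4.15e-11) and none in replicate 3. Other germline-specific genes of this group were glh-2, which encodes a P granule helicase, and deps-1, a P granule gene. At the Argonaute gene wago-2, 3 germline libraries had a peak, with EFL-1 q-values of 5.57e-08 and 2.43e-26. At the RNA-dependent RNA polymerase gene ego-1, 4 germline and 4 intestinal libraries had a peak. Neither was called in the class, which both entered without germline DPL-1 replicate 1 or with sites in at least 1 replicate. The genes rrf-3 and rde-2 were broadly bound. Of the 6 genes of the small RNA list that were matched by name and lay next to a class site, 4 were germline-specific (log2 odds ratio 3.88, Fisher's exact test, two-sided, adjusted p = 0.012, and 0.0070 adjusted over the list alone). Some of these, such as csr-1 and wago-1, are genes that the paper names as germline-specific, so the test is not independent of the paper's result. With q below 1e-05 the ratio was 3.82 (adjusted p = 0.20 by the same exact test). With mut-2, which only Additional file 3 holds under that name, matched to the list after the data were seen, it was 3.40 (adjusted p = 0.025 by the same exact test).

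**Figure D4:**
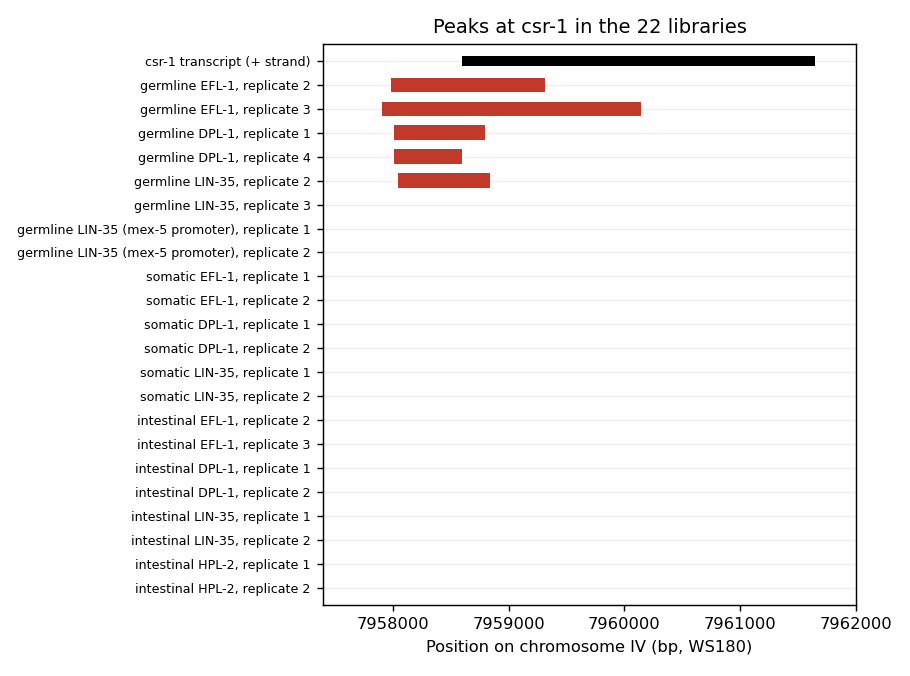
Peaks with q below 0.001 at csr-1 in the 22 libraries, as bars along chromosome IV in WS180 coordinates, with the transcript in black. Peaks appear in 5 germline libraries and in none of the somatic or intestinal libraries.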

Examination of the binding profiles of RNAi pathway genes showed that several are bound specifically in the germline, including genes encoding the Argonaute family proteins, *csr-1, ppw-1, wago-1, wago-2*, and *wago-10*, as well as the RNA-dependent RNA polymerase *ego-1 *(Figure 5a; Figure S6B in Additional file 1). To test the effect of binding on their expression in the germline, we performed qRT-PCR on dissected gonads from wild-type and *dpl-1 *mutant animals (Figure 5b). Expression decreased in *dpl-1 *relative to wild-type, indicating that DPL-1, and presumably EFL-1 as well, contribute to germline expression of these genes. In the soma of *lin-35 *mutants, a subset of these genes, primarily *csr-1 *and *ppw-1*, are upregulated (Figure 5c), despite an absence of binding by LIN-35. We suspect that this regulation is stage specific, as Wu *et al. *[8] did not detect consistent regulation of *csr-1 *in young adults. The increased expression of these germline RNAi-related genes in the larval soma could be a consequence of elevated MES-4 activity.

**Figure 5:**
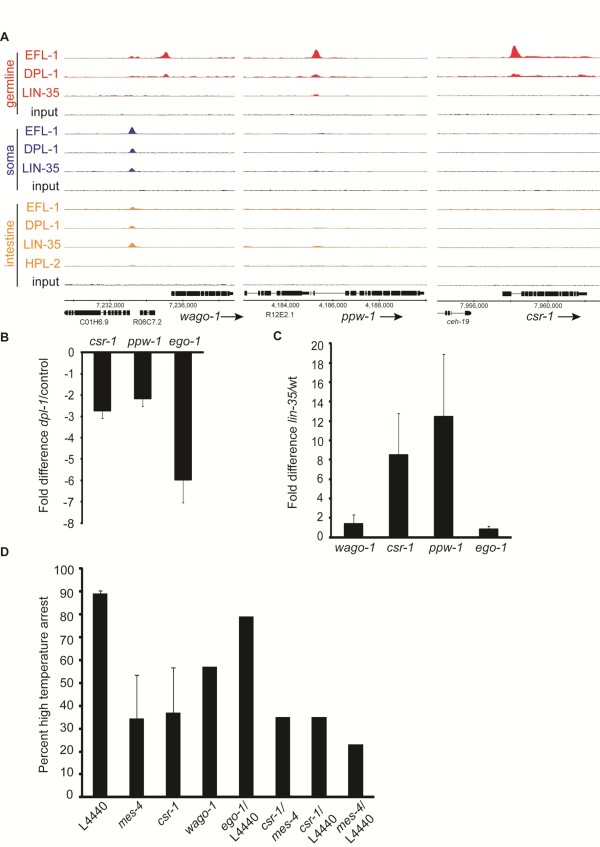
**22G small RNA pathways mediate the *lin-35 *larval arrest phenotype**. **(a) **Binding profiles at loci encoding candidate small RNA pathway regulatory proteins. **(b) **qRT-PCR analysis of transcript levels of candidate small RNA pathway regulators in the dissected gonads of wild-type and *dpl-1 *mutants. Error bars indicate technical replicates. **(c) **qRT-PCR analysis of transcript levels of candidate small RNA pathway regulators in L1 larvae of wild-type and *lin-35 *mutants. Error bars indicate biological replicates. **(d) **Assay of the high temperature larval arrest phenotype of *lin-35 *mutants at 26°C upon RNAi of candidate small RNA regulators (listed on the x-axis) and empty vector control (L4440).

CSR-1 affects chromatin status [31] and chromosome segregation [32], suggesting that its upregulation in the soma might have a significant effect on the soma-to-germline transformation. We therefore tested whether loss of any of these small RNA regulatory genes could rescue the larval arrest phenotype of *lin-35 *mutants at 26°C. We found that loss of *csr-1*, and to a lesser extent *wago-1*, rescued the high temperature arrest of *lin-35 *mutants (Figure 5d). Because CSR-1 binds to small RNAs (22G-RNAs) that are antisense to germline genes, we speculated that these small RNAs might be important for recruiting MES-4 to germline genes to promote their expression, or conversely, that MES-4 activity is necessary for CSR-1 to be appropriately targeted to germline genes. If either of these possibilities is true, then the genes corresponding to CSR-1-bound 22G RNAs should overlap significantly with the genes regulated by MES-4. We therefore compared genes targeted by CSR-1 22G RNAs [32] with MES-4 target genes [29], and found that 76% of the MES-4 targets have CSR-1-associated 22G RNAs (Additional file 7). Moreover, RNAi of *mes-4 *and *csr-1 *together does not further suppress the *lin-35 *larval arrest phenotype compared to RNAi of either gene alone, suggesting that they might act in the same pathway (Figure 5d). Consistent with this possibility, *wago-1(RNAi) *was less effective than *csr-1(RNAi) *at suppressing the *lin-35 *larval arrest, and the overlap between the top 100 genes targeted by WAGO-1 22G RNAs [33] and MES-4 targets was only 10%. We conclude that CSR-1 contributes to the soma-to-germline transformation of *lin-35 *mutants, at least in the intestine.

### LIN-35 and HPL-2 exhibit common specialized binding patterns in intestinal chromatin

The intestine is the key tissue for mediating the high-temperature larval arrest phenotype of *lin-35 *mutants [10]. The distinction between the DRM and heterochromatin complexes is not consistent in this tissue: for each complex, certain components are involved in the larval arrest (*lin-35 *and *hpl-2*) while others are not (*efl-1 *and *lin-61*) [8,10]. We found that LIN-35 and HPL-2 exhibit a unique type of binding behavior in the intestine that could explain this discrepancy and provide a possible mechanism for the larval arrest phenotype. The subset of binding events we called 'intestine-specific' are bound primarily by LIN-35 and HPL-2, and sometimes exhibit weak binding by DPL-1 but essentially no binding by EFL-1. Thus, these sites have minimal, if any, input by E2F (Figure 6a). 

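The intestine-specific sites held DPL-1 in the deeper library and little of it in the shallower one. Intestinal DPL-1 had a peak at 46 of the 49 sites in replicate 1 (93.9%) and at 9 in replicate 2 (18.4%), from 4400000 and 1190000 reads. Somatic DPL-1 had a peak at 1 of them in replicate 1 and 4 in replicate 2. Over all intestinal LIN-35 sites, DPL-1 had a peak at 412 of 415 with HPL-2 (99.3%) and at 798 of 871 without it (91.6%, log2 odds ratio 3.44, Fisher's exact test, two-sided, p = 6.3e-10). EFL-1 had a peak at 69.6% of those with HPL-2 and 65.3% of those without (log2 odds ratio 0.28, p = 0.13 by the same exact test). By that exact test, the EFL-1 ratio was -0.85 without intestinal EFL-1 replicate 2 (p = 1.2e-06), 2.30 without intestinal LIN-35 replicate 2 (p = 5.6e-68) and 1.61 without intestinal HPL-2 replicate 2 (p = 6.3e-08). By the same exact test it was -0.86 with absence defined as not called in both replicates (p = 9.1e-07), and with sites called in at least 1 replicate 2.10 (p = 4.6e-85).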

As described previously, these intestine-specific binding sites exhibit several other distinctive features, including a high proportion of sites that could not be assigned to specific gene targets, a paucity of target genes with germline expression, and enrichment on the X chromosome (Figure 1b-d). Additionally, fewer genes in the intestine-specific set are associated with E2F consensus motifs (Figure S7 in Additional file 1; Additional file 8). Notably, intestine-specific binding sites cover almost twice as many nucleotides compared to other tissue-specific binding sites (Figure 6b), and are often found in gene bodies or intergenic regions instead of immediate upstream regulatory regions (Figures 1a and 6a).

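Intestine-specific sites were wider than the sites of each other class when the peak widths of both replicates were averaged. The median width, in the base factor of each class, was 824 bp for intestine-specific sites, 551 bp for germline-specific, 441.5 bp for broadly bound and 365 bp for soma-specific sites. The ratio was 1.50 to germline-specific sites (p = 2e-05), 2.26 to soma-specific sites (p = 0.030) and 1.87 to broadly bound sites (p = 1e-05, the smallest that the permutations allow), by two-sided permutation tests of the difference in medians. Within intestinal LIN-35 replicate 1, the median was 1189 bp at intestine-specific and 568 bp at broadly bound sites, and within replicate 2 it was 484 bp and 362 bp. In HPL-2 replicate 2 it was 388 bp and 319 bp. By the same permutation test, the difference from germline-specific sites was 273 bp, and it was -20.5 bp without intestinal LIN-35 replicate 1 (p = 0.68), 68.8 bp without intestinal HPL-2 replicate 2 (p = 0.077) and 133.5 bp without germline EFL-1 replicate 2 (p = 0.080). In permutation tests, the peaks of the higher-numbered replicate alone gave -206.5 bp against germline-specific (p = 0.011) and -79 bp against broadly bound sites (p = 0.22). The lower-numbered replicate alone gave 813.5 bp and 869 bp (permutation p = 1e-04 for each). The higher-numbered libraries are intestinal LIN-35 with 920000 reads and germline EFL-1 with 2670000. The lower-numbered ones hold 5690000 and 1910000 reads, so replicate number and depth change together here. The difference from soma-specific sites did not pass the permutation test without intestinal LIN-35 replicate 2 (p = 0.068).

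**Figure D5:**
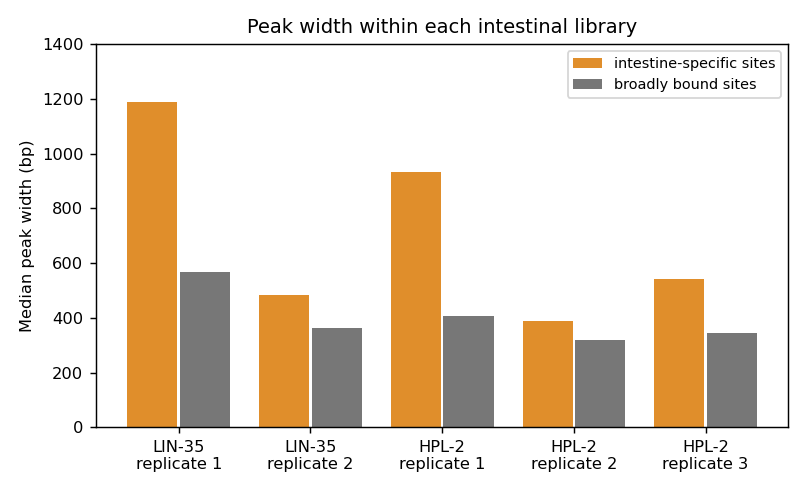
Median width of the peaks of each intestinal LIN-35 and HPL-2 library at intestine-specific sites and at broadly bound sites, in bp. The intestine-specific bar is the higher in all 5 libraries, by ratios from 1.22 in HPL-2 replicate 2 to 2.30 in HPL-2 replicate 1.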

**Figure 6:**
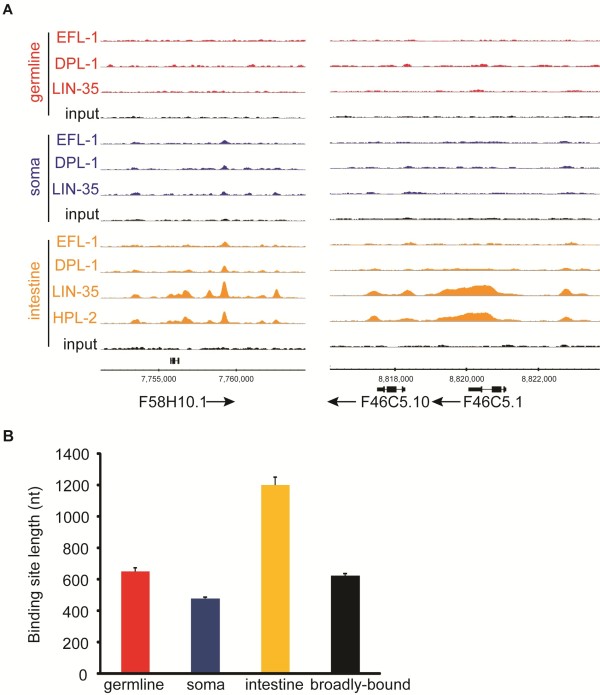
**HPL-2 requires LIN-35 for recruitment to intestine-specific binding sites**. **(a) **Single-gene examples of the typical binding profiles for intestine-specific targets. **(b) **Binding site width for each tissue-specific candidate target set. Error bars represent standard error.

These observations indicate that LIN-35 is likely recruited to these sites through a novel, intestine-specific mechanism that includes HPL-2. Indeed, we find that HPL-2 binding is diminished in the absence of LIN-35 binding in the intestine (data not shown). Thus, even though HPL-2 might regulate a different set of genes from the DRM complex in other tissues, in the intestine it acts only at a subset of LIN-35 binding events. Possibly, LIN-35 has multiple regulatory functions in the intestine, including a tissue-specific interaction with HPL-2 (either separately or as part of the heterochromatin complex) that is independent of EFL-1, as well as a more canonical, perhaps less tissue-specific, function in the DRM complex.

## Discussion

The Retinoblastoma (Rb) tumor suppressor pathway is inactivated in tumors of diverse tissue origins at a very high frequency. Although intensively studied, the actual mechanisms by which the Rb pathway directs proliferation and differentiation within the tissue-specific restrictions imposed *in vivo *are poorly understood. Here, we address this limitation by developing a system in *C. elegans *to globally identify the tissue-specific chromatin interactions of the core members of this pathway, LIN-35/Rb, EFL-1/E2F, and DPL-1/DP. A key advantage of this approach is that we were able to compare binding profiles between tissues to separate broadly bound sites from those present in individual tissues, thus focusing on the most biologically relevant binding events. This analysis revealed distinct sets of binding sites, with different candidate gene targets and modes of regulation in specific tissues. In a whole animal analysis, the sheer number of broadly bound sites relative to tissue-specific sites would have obscured the distinct functions of the Rb/E2F complex in the different tissues. Many of the broadly bound sites correspond to gene targets related to the best known mammalian E2F targets, such as cell cycle genes. Thus, our results suggest that many *in vivo *targets and much of the tissue-specific regulation by the Rb/E2F complex still remains to be discovered in mammalian systems.

### Tissue-specific relationships between LIN-35 and EFL-1/DPL-1

In many or most somatic tissues, LIN-35 and EFL-1/DPL-1 bind at many of the same targets. However, the tissue-specific binding profiles reveal that these factors do not always co-occupy the same binding sites, but exhibit uniquely bound sites distinct to particular cell types. The tissue-specific relationship between LIN-35 and EFL-1/DPL-1 binding correlates with effects on gene expression. In the germline, EFL-1 and DPL-1 frequently bind DNA in the absence of appreciable LIN-35 binding, and EFL-1/DPL-1 act independently of LIN-35 to promote expression. 

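LIN-35 accompanied EFL-1 and DPL-1 at a minority of germline sites and at most somatic and intestinal sites. Of the 859 germline sites with both EFL-1 and DPL-1, 20.1% were LIN-35 sites (confidence interval 17.6% to 23.0%), and 16.2% were LIN-35 sites of the mex-5 line (13.9% to 18.8%). In the soma 1016 of 1145 such sites were LIN-35 sites (88.7%), and in the intestine 589 of 832 (70.8%). The log2 odds ratio was -4.96 between germline and soma (Fisher's exact test, two-sided, p = 2.0e-227) and -3.26 between germline and intestine (p = 1.6e-101). Germline LIN-35 had 185 sites in all, against 2474 in the soma and 1286 in the intestine. A low germline share therefore follows from the short LIN-35 list alone, and the ratios are not separate evidence. A LIN-35 peak in at least 1 replicate was present at 421 of the germline sites, and any deposited LIN-35 peak at 73.6%. Genes without any LIN-35 peak at their germline site include glp-1 (chromosome III, 9091290 to 9091832), where EFL-1 had q-values of 1.37e-19 and 6.72e-49. The germline share was 43.8% without germline LIN-35 replicate 3, and the intestinal share was 99.2% without intestinal LIN-35 replicate 2.

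**Figure D6:**
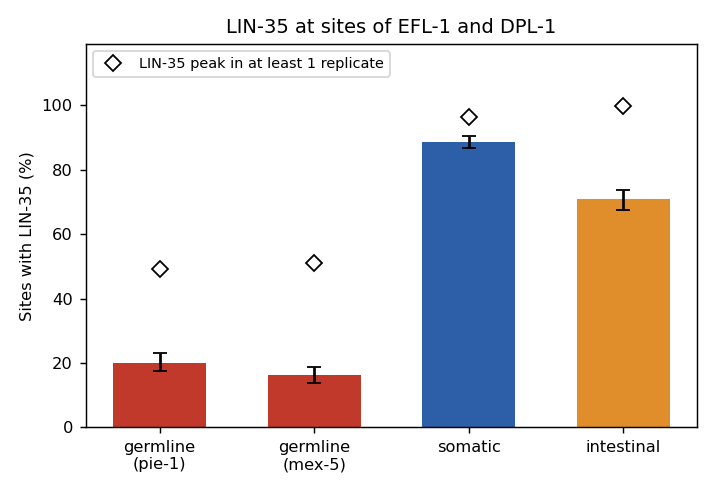
Share of the sites with both EFL-1 and DPL-1 that are LIN-35 sites in each dataset (bars, with 95% Wilson intervals) and share with a LIN-35 peak in at least 1 replicate (diamonds). The germline bars stand at 20.1% and 16.2% and the somatic and intestinal bars at 88.7% and 70.8%, and the diamonds of the other 3 datasets at 51.1%, 96.3% and 99.6%.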

In the soma, EFL-1/DPL-1 targets exhibit extensive LIN-35 binding, and their expression is either inhibited or apparently unaffected by LIN-35 activity.

One possible mechanism for how LIN-35 might be specifically inhibited from binding in the germline comes from mammalian studies that have shown that Rb is largely refractory to ChIP analysis in transformed cells (reviewed in [34]). The phosphorylation status of Rb apparently alters its association with chromatin: phosphorylated Rb shows poor binding, while a phosphorylation-defective mutant has increased binding [35]. Therefore, one possibility is that post-translational regulation of LIN-35/Rb, perhaps by phosphorylation, limits its association with chromatin in a germline-specific manner. Because transformed cells and germline cells both represent undifferentiated cell types, the inability of LIN-35/Rb to effectively bind chromatin could be a general property of progenitor cells *in vivo*.

By contrast to the germline, many intestine-specific binding sites exhibited strong LIN-35 binding in the absence of substantial binding by EFL-1. 

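Fewer than all intestinal LIN-35 sites held EFL-1. Of the 1286 sites, 46.3% were EFL-1 sites, 74.0% were DPL-1 sites and 32.3% were HPL-2 sites. An EFL-1 peak in at least 1 replicate was present at 66.7%. Of the somatic LIN-35 sites, 41.4% were EFL-1 sites and 83.7% had an EFL-1 peak in at least 1 replicate. By sites in both replicates, a low EFL-1 share was thus not particular to the intestine. Without HPL-2 replicate 2, 1181 of the intestinal LIN-35 sites were HPL-2 sites. At the site of pnp-1 the 5 intestinal libraries with a peak include both of LIN-35, and EFL-1 had none.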

Although two other E2F-like proteins are encoded in the *C. elegans *genome, neither appears functionally redundant with EFL-1. EFL-2 primarily has a role in regulating apoptosis [36], while F49E12.6 exhibits relatively poor binding by ChIP-seq and has little overlap with EFL-1 (data not shown). Moreover, very few genes in the intestine-specific set have an upstream consensus E2F sequence (unlike the other datasets), and the broad LIN-35 peaks are not restricted to promoter regions. All of these observations are consistent with the idea that LIN-35 can be recruited to multiple sites in the genome through a mechanism that does not depend on binding by an E2F-like protein.

The intestine-specific peaks are very broad and have a lower correlation with annotated genes compared to the narrow peaks typically produced by sequence-specific transcription factor binding. Moreover, the intestine-specific set is not enriched for germline-expressed genes, and even exhibits a preference for sites on the X chromosome, which is opposite to the trends for the other categories of binding sites. These intestine-specific sites occur primarily in the intestine, as they are much reduced when the entire soma is assayed. These specialized sites could be the means by which LIN-35 mediates certain intestine-specific functions, such as influencing endoreplication of intestinal nuclei [16] and guarding against a high temperature larval arrest [10]. 

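Somatic LIN-35 had a peak at a part of the intestine-specific sites. Replicate 1 had one at 12 of the 49 sites (24.5%) and replicate 2 at 21 (42.9%). At the paper's own 556 intestine-specific sites on chromosomes I to IV and X, somatic LIN-35 had a peak at 43.0% in replicate 1 and 56.3% in replicate 2. Intestinal LIN-35 had a peak at 97.3% of those sites in replicate 1 and 41.9% in replicate 2. The somatic libraries hold 2180000 and 1710000 reads, and the intestinal ones 5690000 and 920000.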

Intriguingly, the heterochromatin-associated protein HPL-2 co-occupies these sites with LIN-35, and *hpl-2 *mutants exhibit similar endoreplication defects and a similar larval arrest as *lin-35 *mutants. These sites might mark some tissue-specific chromatin conformation that serves as a point of entry for the replication machinery and/or is permissive for germline gene expression.

### Key targets involved in the soma-to-germline transformation of *lin-35 *mutants

The identification of tissue-specific target genes sheds new light on the diverse mechanisms by which LIN-35, EFL-1 and DPL-1 influence the fate and function of different cell types. In the germline, a relatively straightforward relationship exists between target genes and the defects in oogenesis and early embryogenesis of *efl-1 *and *dpl-1 *mutants: EFL-1/DPL-1 directly bind at and promote the expression of many genes known to act in oogenesis and embryogenesis. The situation in the soma is more complex, at least in the L1 animals in which we analyzed binding profiles. Most somatic target genes directly bound by LIN-35, EFL-1, and DPL-1 have unaltered transcript levels in *lin-35 *mutants either by microarray or qRT-PCR analysis. The SynMuv A pathway is functionally redundant with the SynMuv B pathway, and its activity might compensate for certain phenotypes of *lin-35 *mutants, stabilizing expression of a subset of direct targets.

Strikingly, mutation of *lin-35 *results in substantial up-regulation of many genes that do not have LIN-35 binding nearby. How expression of these indirect targets is affected is unknown, but one direct target gene, *mes-4*, might link LIN-35 DNA binding with indirect effects on regulation of a subset of these genes. *mes-4 *encodes an H3K36 histone methyltransferase that preferentially acts on germline-expressed genes to promote their expression in the germline of the next generation [29], and its activity is essential for the soma-to-germline transformation of *lin-35 *mutants. MES-4 activity and LIN-35 activity could be in separate pathways that converge to oppositely regulate common gene targets, but our data suggest that their relationship is linear, at least in some tissues. LIN-35/EFL-1/DPL-1 binds to the promoter of *mes-4*, and limits its expression in at least a subset of somatic tissues. In *lin-35 *mutants, EFL-1 no longer binds the *mes-4 *locus, whereas most other EFL-1 binding sites persist, indicating that mutation of *lin-35 *disrupts the DRM complex more extensively at *mes-4 *than other direct target genes. Ectopically expressed MES-4 then inappropriately promotes somatic expression of germline-expressed genes. Ultimately, these upregulated genes in the soma are likely to mediate much of the conversion from somatic to germline characteristics.

Indeed, several indirect somatic targets were of particular interest in mediating this phenotype, such as those acting in germline-specific small RNA pathways. Strikingly, these genes are direct targets of EFL-1/DPL-1 in the germline but not in somatic tissues of wild-type animals. We wondered whether the EFL-1/DPL-1 binding sites utilized in the germline could become accessible to EFL-1/DPL-1 in the soma in the absence of LIN-35 activity, but found that EFL-1 is not recruited to these loci in *lin-35 *mutants (Figure S6C in Additional file 1), suggesting some other mechanism for their regulation. Potentially, MES-4 promotes their expression in *lin-35 *mutants instead.

Given the enhanced RNAi sensitivity of *lin-35 *mutants, we tested several of these small RNA pathway genes for a key role in the soma-to-germline transformation, and found that reduction of *wago-1 *or *csr-1 *activity suppressed the *lin-35 *larval arrest phenotype. WAGO-1 and CSR-1 bind to distinct pools of small 22G RNAs that target different classes of genes [32,33]. In particular, CSR-1-associated 22G RNAs match genes expressed in the germline. However, whether these 22G RNAs contribute to ectopic germline gene expression in the soma of *lin-35 *mutants still requires exploration. Intriguingly, reduction of both *csr-1 *and *mes-4 *activity simultaneously does not lead to greater suppression of the *lin-35 *larval arrest phenotype than either alone, and MES-4 and CSR-1-associated 22Gs appear to target largely overlapping sets of germline-expressed genes. Possibly, CSR-1 and MES-4 might cooperate to mark and promote the expression of germline genes in *lin-35 *mutants.

Thus, the tissue-specific binding profiles led to the implication of specific components of small RNA pathways as essential mediators of the soma-to-germline transformation of *lin-35 *mutants. Precedence exists for one or a few indirect target genes playing a key role in a prominent *lin-35 *mutant phenotype: de-regulation of a single target gene, *lin-3*, is sufficient to induce the multivulva phenotype of SynMuv mutants [37]. Strikingly, like *csr-1, lin-3 *also appears to be an indirect target of LIN-35 in the soma, at least in L1 animals (data not shown).

## Conclusions

We present the first in depth examination of tissue-specific binding by the Rb/E2F regulatory pathway *in vivo*. These data highlight unique and sometimes unexpected properties of this pathway in different tissues, and clearly demonstrate that Rb/E2F have specialized roles in both progenitor and differentiated cell types. Future studies should be directed toward investigating many of the individual gene regulatory events that could play key roles in mediating the tissue-specific phenotypes of this intriguing master regulator.

## Materials and methods

### Strain maintenance

Nematode strain maintenance was as described [38]. *C. elegans *strain N2 was used as the wild-type strain, in addition to the following variants: LGI, *lin-35(n745)*; LGII, *unc-4(e120), dpl-1(n3316) unc-4(e120)/*mnC1 *dpy-10(e128) unc-52(e444)) *(MT9940); LG III, *unc-119(ed3)*. All experiments were conducted at 20°C unless otherwise indicated.

### Transgene construction and analysis

Tissue-specific transgenes were constructed using the Multisite Gateway Cloning system (Invitrogen, Carlsbad, CA, USA). The upstream regulatory sequences from *lin-35, efl-1, dpl-1*, and *ges-1 *were cloned into pDONRP4P1R, and the *pie-1 *regulatory sequence in this vector (pCG142) was purchased (Addgene, Cambridge, MA, USA). The genomic sequences of *dpl-1, lin-35, efl-1 *and *hpl-2 *were amplified from N2 genomic DNA and cloned into pDONR201. The GFP:FLAG sequence was amplified from LIN-28::GFP:FLAG (a gift from Giovanni Stefani) and then PCR-stitched to the endogenous 3' UTR of each gene and cloned into pDONRP2RP3. All primer sequences are available upon request. Each entry clone was verified by sequencing before recombination into the destination vector, pCG150 (Addgene) using LR Clonase II Plus (Invitrogen). The resulting constructs, which contain an *unc-119 *rescue fragment, were then transformed into *unc-119(ed3) *worms using microparticle bombardment [39]. At least one independent, low copy number, integrated line was generated for each fusion construct. GFP expression of each construct was visualized using a Zeiss Axioplan with DIC and 488 wavelength for GFP. Images were collected using a Zeiss AxioCam MRm camera and processed using Axiovision software (Zeiss, Oberkochen, Germany). Supplemental Table 1 in Additional file 1 lists all strains used in this study.

### ChIP-seq

ChIP assays were conducted as previously described [12,14]. Worms were staged by bleaching and L1 starvation. The starved L1 larvae were placed on OP50 bacteria for 6 hours for L1 collection at 20°C, or for 4 hours for L1 collection at 26°C. Young adult collection was performed after 62 hours at 20°C. Samples were crosslinked with 2% formaldehyde for 30 minutes at room temperature and then quenched using 1 M Tris pH 7.5. The pelleted worms were then quick frozen in liquid nitrogen and stored at -80°C. Samples were sonicated to obtain 200 to 800 bp DNA fragments. For each sample, 2.2 mg of cell extract was immunoprecipitated using 7.5 μg of goat anti-GFP (gift from Tony Hyman), anti-IgG (R&D Systems, Minneapolis, MN, USA), or 5 μg anti-EFL-1 (Novus Biologicals, Littleton, CO, USA) antibodies. The enriched DNA fragments and input control (genomic DNA from same sample) were used for library preparation as previously described [12] in order to perform deep sequencing on the Illumina GA2 platform. A multiplex adaptor system was used to enable sequencing of four samples in each flow cell as previously described [40]. Table S2 in Additional file 1 contains the number of reads for each sample and replicate used in the analyses.

The raw data were processed as previously described [14]. Correlation analysis, peak calling and gene target assignment were also as previously described [14,19]. Briefly, for correlation analysis, we pooled raw signals from two biological replicates, normalized against input and used PeakSeq [19] to find peak regions of each factor from the pooled reads as well as for each replicate. Correlation between two biological replicates was determined by binning the binding peaks called by PeakSeq for each replicate from pooled reads (q-value cutoff of 0.001) into non-overlapped 100-nucleotide windows to avoid variation from peaks of different widths [19]. Raw reads at each window were counted from both replicates and used to calculate the Pearson correlation coefficient between replicates. Note that the number of binding sites ascribed to each tissue-specific dataset is not equivalent to the number of gene targets for that set. Some binding sites are not assigned to any target gene, and other binding sites are assigned to more than one candidate target. For instance, 415 germline-specific binding sites were assigned to 379 target genes. All ChIP-seq data have been deposited in Gene Expression Omnibus (GEO), under accession number GSE30246.

### Bioinformatic analysis of binding sites

To determine the functional categories of genes associated with each set of tissue-specific binding sites, we used DAVID [41] to assign GO terms to the genes. The 'molecular function' category from each tissue-specific dataset was sorted by significance and fold-enrichment as determined by DAVID, and redundant or overlapping categories were manually removed. The top ten categories with enrichment greater than two-fold and a *P *< 0.05 (modified Fisher exact test) were then graphed as in Figure 3e. The raw output for this analysis is provided in Additional file 5.

We compared genes known to be regulated in the germline based on [21] with each tissue-specific dataset. For this comparison, only the 'intrinsic' and 'oogenesis-enriched' genes, totaling 2,218 genes (approximately 10% of the total genes in the genome), were considered germline-expressed. Pearson's chi square analysis was performed to determine the significance of over-representation. To determine if bound genes were significantly over-represented among differentially regulated genes in previous microarray experiments, we collected lists of differentially regulated genes from [10,11,20] based on the criteria of each study. The tissue-specific gene targets were then compared with each list of differentially regulated genes for overlap. A hypergeometric probability test was utilized to determine the significance of the overlap [42].

### Gene expression analyses

qRT-PCR analysis was carried out as follows. Wild-type and *lin-35(n745) *L1-staged animals were grown at 20°C to the gravid adult stage and then bleached to isolate embryos. Embryos were cultured in S-basal at 26°C until the following day when they were placed on OP50 plates for 4 hours at 26°C until they were collected for RNA isolation. *unc-4 *control and *dpl-1 *mutant starved L1 animals were grown at 20°C for 72 hours on OP50 plates before dissected gonads were harvested. Adult worms were placed in dissection buffer (M9 with 0.1% levamisole and 0.001% Tween20) on a coverslip. We used 30 1/2 gauge needles to extrude approximately 112 gonad arms from each genotype, excising each just proximal to the spermatheca. Dissected gonads were carefully transferred to an eppendorf containing Trizol (Invitrogen). Total RNA from each sample (L1 animals and dissected gonads) was isolated using Trizol and then DNase treated with DNA-free (Ambion, Austin, TX, USA). Total RNA (250 ng) from each genotype was reverse transcribed using the Omniscript RT kit (Qiagen, Valencia, CA, USA). Gene-specific PCR was performed in duplicate for both RT and no RT conditions using the same protocol as ChIP-qPCR, or using Brilliant II SYBR Green QPCR Low Rox on the Stratagene Mx3000P system (Agilent Technologies, Santa Clara, CA, USA) with three-step cycling with an annealing temperature of 55°C followed by a dissociation program. Cycle threshold (Ct) values were normalized using primers specific to the housekeeping hexokinase gene, H25P06.1, or *act-3*.

*In situ *analysis was carried out according to [43] with modifications as described in [44]. Probes were prepared from partial cDNAs cloned in the pCR2.1 vector (Invitrogen). cDNA fragments used for *rme-2 *were nucleotides 1 to 1,029 and nucleotide 2,006 to 3,074 for *par-3 *where numbering begins at the ATG in the predicted spliced cDNA. Gonads were stained with BCIP/NBT tablets (Roche, Mannheim, Germany) for 3 hours for *rme-2 *and 5 hours for *par-3*, mounted, and viewed using a Zeiss Axioplan 2 imaging epifluorescence microscope.

The published microarray data used in this manuscript for comparison to the ChIP-seq data are in the GEO with accession numbers GSE26823-GSE26825 [10], GSE5071 [11], GSE6547 [20] and GSE715-GSE737 [21].

### RNAi and high-temperature arrest assay

RNAi by feeding was performed using clones from the Ahringer library [45]. Overnight cultures were grown at 37°C in Luria broth containing 50 μg/ml ampicillin and 12.5 μg/ml tetracycline and then a 5 hour culture was grown in Luria broth with 50 μg/ml ampicillin before plating on NGM plates containing 1 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) and 50 μg/ml ampicillin. *lin-35(n745) *L4 animals were placed on feeding bacteria for at least 18 hours at 26°C and then transferred to fresh RNAi plates and allowed to lay embryos for 5 to 6 hours. Progeny were scored for larval arrest 3 to 4 days later. In order to bypass the embryonic lethality of *ego-1(RNAi)*, cultures were 1:1 diluted with L4440 empty vector.

## Abbreviations

bp: base pair; ChIP: chromatin immunoprecipitation; GEO: Gene Expression Omnibus; GFP: green fluorescent protein; GO: Gene Ontology; PCR: polymerase chain reaction; qPCR: quantitative PCR; RNAi: RNA interference; UTR: untranslated region.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MK and VR conceived and designed the experiments. MK performed the experiments. MK and VR analyzed the data. VR and MK wrote the manuscript. WN helped with data analysis. ZL performed the target calling. GW helped in the generation of expression data. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplementary figures and tables**. Figure S1: a diagram of each tissue-specific construct and expression of each transgenic strain as determined by GFP signal. Figure S2: demonstration that the GFP-tagged constructs rescue the mutant phenotypes of *dpl-1 *and *lin-35 *mutants. Figure S3: high correlation between replicates for each factor and between different experiments and transgenic EFL-1 binding mirrors endogenous binding in the L1 soma. Figure S4: Venn diagrams that show the comparison of called binding sites for each factor in each tissue between factors within a tissue and between tissues for a given factor. Figure S5: tissue-specific binding for a subset of germline-specific and soma-specific sites using ChIP-qPCR. Figure S6: an example of other direct target genes that still retain EFL-1 binding in *lin-35 *mutants. Additional binding profiles at the loci encoding various candidate small RNA pathway regulatory proteins not shown in Figure 5a. EFL-1 is not ectopically recruited to the promoters of germline-specific small RNA regulators. Figure S7: MEME analysis that shows that tissue-specific targets have distinct E2F binding motifs. Table S1: a list of all the strains used for ChIP-seq analyses. Table S2: number of reads for each sample and replicate used in the analyses. Also included is a section describing the materials and methods used for the additional data files. Click here for file

Additional file 2 **Supplementary file 1**. A list of binding sites for each factor in each tissue on a separate sheet. Click here for file

Additional file 3 **Supplementary file 2**. Target genes and intergenic binding sites for tissue-specific datasets. Click here for file

Additional file 4 **Supplementary file 3**. Targets overlapping with LIN-54 ChIP-chip study [15]. Click here for file

Additional file 5 **Supplementary file 4**. GO categories for each tissue-specific target gene set returned by DAVID, and summary page showing selected categories for Figure 3e. Click here for file

Additional file 6 **Supplementary file 5**. Genes regulated by microarray analyses with overlaps to tissue-specific binding sites, along with statistical analysis. Click here for file

Additional file 7 **Supplementary file 6**. Genes targeted by 22G RNAs [32] compared to MES-4 target genes [29]. Click here for file

Additional file 8 **Supplementary file 7**. Precise sequences associated with each motif identified by MEME for each set of tissue-specific binding sites. Click here for file

## References

[B1] HanahanDWeinbergRAHallmarks of cancer: the next generation.Cell20111464667410.1016/j.cell.2011.02.01321376230

[B2] ChenHZTsaiSYLeoneGEmerging roles of E2Fs in cancer: an exit from cell cycle control.Nat Rev Cancer20091478579710.1038/nrc269619851314PMC3616489

[B3] XuXBiedaMJinVXRabinovichAOberleyMJGreenRFarnhamPJA comprehensive ChIP chip analysis of E2F1, E2F4, and E2F6 in normal and tumor cells reveals interchangeable roles of E2F family members.Genome Res2007141550156110.1101/gr.678350717908821PMC2045138

[B4] LeeBKBhingeAAIyerVRWide-ranging functions of E2F4 in transcriptional activation and repression revealed by genome-wide analysis.Nucleic Acids Res2011143558357310.1093/nar/gkq131321247883PMC3089461

[B5] CeolCJHorvitzHR*dpl-1 *DP and *efl-1 *E2F act with *lin-35 *Rb to antagonize Ras signaling in *C. elegans *vulval development.Mol Cell20011446147310.1016/S1097-2765(01)00194-011463372

[B6] PageBDGuedesSWaringDPriessJRThe *C. elegans *E2F-and DP-related proteins are required for embryonic asymmetry and negatively regulate Ras/MAPK signaling.Mol Cell2001144514601146337110.1016/s1097-2765(01)00193-9

[B7] FayDSYochemJThe SynMuv genes of *Caenorhabditis elegans *in vulval development and beyond.Dev Biol2007141910.1016/j.ydbio.2007.03.01617434473PMC1955466

[B8] WuXShiZCuiMHanMRuvkunGRepression of germline RNAi pathways in somatic cells by retinoblastoma pathway chromatin complexes.PLoS Genet201214e100254210.1371/journal.pgen.100254222412383PMC3297578

[B9] WangDKennedySConteDKimJKGabelHWKamathRSMelloCCRuvkunGSomatic misexpression of germline P granules and enhanced RNA interference in retinoblastoma pathway mutants.Nature20051459359710.1038/nature0401016049496

[B10] PetrellaLNWangWSpikeCARechtsteinerAReinkeVStromeSsynMuv B proteins antagonize germline fate in the intestine and ensure *C. elegans *survival.Development2011141069107910.1242/dev.05950121343362PMC3042865

[B11] ChiWReinkeVPromotion of oogenesis and embryogenesis in the *C. elegans *gonad by EFL-1/DPL-1 (E2F) does not require LIN-35 (pRB).Development2006143147315710.1242/dev.0249016854972

[B12] ZhongMNiuWLuZJSarovMMurrayJIJanetteJRahaDSheafferKLLamHYKPrestonESlighthamCHillierLWBrockTAgarwalAAuerbachRHymanAAGersteinMMangoSEKimSKWaterstonRHReinkeVSnyderMGenome-wide identification of binding sites defines distinct functions for *Caenorhabditis elegans *PHA-4/FOXA in development and environmental response.PLoS Genet201014e100084810.1371/journal.pgen.100084820174564PMC2824807

[B13] GersteinMBLuZJVan NostrandELChengCArshinoffBILiuTYipKYRobilottoRRechtsteinerAIkegamiKAlvesPChateignerAPerryMMorrisMAuerbachRKFengXLengJVielleANiuWRhrissorrakraiKAgarwalAAlexanderRPBarberGBrdlikCMBrennanJBrouilletJJCarrACheungM-SClawsonHContrinoSIntegrative analysis of the *Caenorhabditis elegans *genome by the modENCODE Project.Science2010141775178710.1126/science.119691421177976PMC3142569

[B14] NiuWLuZJZhongMSarovMMurrayJIBrdlikCMJanetteJChenCAlvesPPrestonESlighthamCJiangLHymanAAKimSKWaterstonRHGersteinMSnyderMReinkeVDiverse transcription factor binding features revealed by genome-wide ChIP-seq in *C. elegans*.Genome Res20111424525410.1101/gr.114587.11021177963PMC3032928

[B15] TabuchiTMDeplanckeBOsatoNZhuLJBarrasaMIHarrisonMMHorvitzHRWalhoutAJMHagstromKAChromosome-Biased Binding and Gene Regulation by the *Caenorhabditis elegans *DRM Complex.PLoS Genet201114e100207410.1371/journal.pgen.100207421589891PMC3093354

[B16] OuelletJRoyRThe lin-35/Rb and RNAi pathways cooperate to regulate a key cell cycle transition in *C. elegans*.BMC Dev Biol2007143810.1186/1471-213X-7-3817466069PMC1877806

[B17] ByerlyLCassadaRCRussellRLThe life cycle of the nematode *Caenorhabditis elegans** 1:: I. Wild-type growth and reproduction.Dev Biol197614233310.1016/0012-1606(76)90119-6988845

[B18] SulstonJESchierenbergEWhiteJGThomsonJNThe embryonic cell lineage of the nematode *Caenorhabditis elegans*.Dev Biol1983146411910.1016/0012-1606(83)90201-46684600

[B19] RozowskyJEuskirchenGAuerbachRKZhangZDGibsonTBjornsonRCarrieroNSnyderMGersteinMBPeakSeq enables systematic scoring of ChIP-seq experiments relative to controls.Nat Biotechnol200914667510.1038/nbt.151819122651PMC2924752

[B20] KirienkoNVFayDSTranscriptome profiling of the *C. elegans *Rb ortholog reveals diverse developmental roles.Dev Biol20071467468410.1016/j.ydbio.2007.02.02117368442PMC2680605

[B21] ReinkeVGilISWardSKazmerKGenome-wide germline-enriched and sex-biased expression profiles in *Caenorhabditis elegans*.Development2004143111466841110.1242/dev.00914

[B22] ReinkeVSmithHENanceJWangJVan DorenCBegleyRJonesSJDavisEBSchererSWardSKimSKA global profile of germline gene expression in *C. elegans*.Mol Cell20001460561610.1016/S1097-2765(00)00059-911030340

[B23] KellyWGSchanerCEDernburgAFLeeMHKimSKVilleneuveAMReinkeVX-chromosome silencing in the germline of *C. elegans*.Development2002144791180703910.1242/dev.129.2.479PMC4066729

[B24] ChiWReinkeVDPL-1 (DP) acts in the germ line to coordinate ovulation and fertilization in *C. elegans*.Mech Dev20091440641610.1016/j.mod.2009.01.00819368797PMC2680456

[B25] DimovaDKDysonNJThe E2F transcriptional network: old acquaintances with new faces.Oncogene2005142810282610.1038/sj.onc.120861215838517

[B26] LinBReinkeVThe candidate MAP kinase phosphorylation substrate DPL-1 (DP) promotes expression of the MAP kinase phosphatase LIP-1 in *C. elegans *germ cells.Dev Biol200814506110.1016/j.ydbio.2007.12.04218304523PMC2359152

[B27] FarnhamPJInsights from genomic profiling of transcription factors.Nat Rev Genet20091460561610.1038/nrg263619668247PMC2846386

[B28] PolleySRGFayDSA network of genes antagonistic to the LIN-35 retinoblastoma protein of *Caenorhabditis elegans*.Genetics2012141367138010.1534/genetics.112.14015222542970PMC3416014

[B29] RechtsteinerAErcanSTakasakiTPhippenTMEgelhoferTAWangWKimuraHLiebJDStromeSThe histone H3K36 methyltransferase MES-4 acts epigenetically to transmit the memory of germline gene expression to progeny.PLoS Genet201014iie100109110.1371/journal.pgen.1001091PMC293269220824077

[B30] GrishokAHoerschSSharpPARNA interference and retinoblastoma-related genes are required for repression of endogenous siRNA targets in *Caenorhabditis elegans*.Proc Natl Acad Sci USA200814203862039110.1073/pnas.081058910519073934PMC2629315

[B31] SheXXuXFedotovAKellyWGMaineEMRegulation of heterochromatin assembly on unpaired chromosomes during *Caenorhabditis elegans *meiosis by components of a small RNA-mediated pathway.PLoS Genet200914e100062410.1371/journal.pgen.100062419714217PMC2726613

[B32] ClaycombJMBatistaPJPangKMGuWVasaleJJVan WolfswinkelJCChavesDAShirayamaMMitaniSKettingRFConteDJrMelloCCThe Argonaute CSR-1 and its 22G-RNA cofactors are required for holocentric chromosome segregation.Cell20091412313410.1016/j.cell.2009.09.01419804758PMC2766185

[B33] GuWShirayamaMConteDJrVasaleJBatistaPJClaycombJMMorescoJJYoungmanEMKeysJStoltzMJChenC-CGChavesDADuanSKasschauKDFahlgrenNYatesJRMitaniSCarringtonJCMelloCCDistinct Argonaute-mediated 22G-RNA pathways direct genome surveillance in the *C. elegans *germline.Mol Cell20091423124410.1016/j.molcel.2009.09.02019800275PMC2776052

[B34] RizzolioFEspositoLMuresuDFratamicoRJarahaRCaprioliGVGiordanoARB gene family: Genome-wide ChIP approaches could open undiscovered roads.J Cell Biochem20091483984310.1002/jcb.2244820052675

[B35] StengelKRThangavelCSolomonDAAngusSPZhengYKnudsenESRetinoblastoma/p107/p130 pocket proteins: protein dynamics and interactions with target gene promoters.J Biol Chem200914192651927110.1074/jbc.M80874020019279001PMC2740551

[B36] SchertelCConradtB*C. elegans *orthologs of components of the RB tumor suppressor complex have distinct pro-apoptotic functions.Development2007143691370110.1242/dev.00460617881492

[B37] CuiMChenJMyersTRHwangBJSternbergPWGreenwaldIHanMSynMuv genes redundantly inhibit lin-3/EGF expression to prevent inappropriate vulval induction in *C. elegans*.Dev Cell20061466767210.1016/j.devcel.2006.04.00116678779

[B38] BrennerSThe Genetics of *Caenorhabditis elegans*.Genetics1974147194436647610.1093/genetics/77.1.71PMC1213120

[B39] PraitisVCaseyECollarDAustinJCreation of low-copy integrated transgenic lines in *Caenorhabditis elegans*.Genetics200114121712261123840610.1093/genetics/157.3.1217PMC1461581

[B40] LefrançoisPEuskirchenGMAuerbachRKRozowskyJGibsonTYellmanCMGersteinMSnyderMEfficient yeast ChIP-Seq using multiplex short-read DNA sequencing.BMC genomics2009143710.1186/1471-2164-10-3719159457PMC2656530

[B41] DAVID.http://david.abcc.ncifcrf.gov/

[B42] Statistical significance of the overlap between two groups of genes.http://nemates.org/MA/progs/overlap_stats.html

[B43] JonesARFrancisRSchedlTGLD-1, a cytoplasmic protein essential for oocyte differentiation, shows stage-and sex-specific expression during *Caenorhabditis elegans *germline development.Dev Biol19961416518310.1006/dbio.1996.02938948583

[B44] LeacockSWReinkeVExpression profiling of MAP kinase-mediated meiotic progression in *Caenorhabditis elegans*.PLoS Genet200614e17410.1371/journal.pgen.002017417096596PMC1635537

[B45] FraserAGKamathRSZipperlenPMartinez-CamposMSohrmannMAhringerJFunctional genomic analysis of *C. elegans *chromosome I by systematic RNA interference.Nature20001432533010.1038/3504251711099033

# Supplementary material for: Tissue-specific direct targets of Caenorhabditis elegans Rb/E2F dictate distinct somatic and germline programs
**Source:** Genome Biol. 2013 Jan 23;14(1):R5. doi: 10.1186/gb-2013-14-1-r5
**Supplement:** Additional file 1 — Supplementary figures and tables. Figure S1: a diagram of each tissue-specific construct and expression of each transgenic strain as determined by GFP signal. Figure S2: demonstration that the GFP-tagged constructs rescue the mutant phenotypes of dpl-1 and lin-35 mutants. Figure S3: high correlation between replicates for each factor and between different experiments and transgenic EFL-1 binding mirrors endogenous binding in the L1 soma. Figure S4: Venn diagrams that show the comparison of called binding sites for each factor in each tissue between factors within a tissue and between tissues for a given factor. Figure S5: tissue-specific binding for a subset of germline-specific and soma-specific sites using ChIP-qPCR. Figure S6: an example of other direct target genes that still retain EFL-1 binding in lin-35 mutants. Additional binding profiles at the loci encoding various candidate small RNA pathway regulatory proteins not shown in Figure 5a. EFL-1 is not ectopically recruited to the promoters of germline-specific small RNA regulators. Figure S7: MEME analysis that shows that tissue-specific targets have distinct E2F binding motifs. Table S1: a list of all the strains used for ChIP-seq analyses. Table S2: number of reads for each sample and replicate used in the analyses. Also included is a section describing the materials and methods used for the additional data files.

Additional data files

Kudron et al., Tissue-specific direct targets of *Caenorhabditis elegans* Rb/E2F dictate distinct somatic and germline programs

Additional file 1:

Supplemental figure legends

Supplemental Figure 1. Tissue-specific promoters drive expression in the germ line, ubiquitously in the soma, and in the intestine. A. Diagram of each tissue-specific construct. Different promoters were used to drive expression of genomic fragments containing *efl-1*, *dpl-1*, *lin-35* and *hpl-2* (black) in specific tissues (*pie-1* - germ line, endogenous – multiple tissues, and *ges-1* – intestine (grey)). Each coding sequence had a GFP:FLAG epitope fused in frame at the C-terminus (green), upstream of the native 3' UTR of each gene. **B.** Tissue-specific expression of transgenes as determined by GFP signal. Germline-specific expression of EFL-1, DPL-1 and LIN-35 using the PIE-1 promoter, and LIN-35 with the MEX-5 promoter is indicated in adult. Endogenous expression of EFL-1, DPL-1 and LIN-35 is shown in L1 animals. Intestine-specific expression of EFL-1, DPL-1, LIN-35 and HPL-2 is indicated in L1 animals. Note nuclear localization. Scale bar = 20 µm.

Supplemental Figure 2. GFP-tagged constructs rescue the mutant phenotypes of *dpl-1* and *lin-35* mutants. A. DIC and GFP images of *dpl-1(n3316)/mnC1* heterozygotes (top), *dpl-1(n3316)* homozygotes (middle), and *dpl-1(n3316)* homozygotes carrying the germline DPL-1:GFP transgene (bottom) are shown. The distal tip is marked by an asterisk; o = immature oocytes, emo = endomitotic oocytes, e = embryos, s = spermatheca, v = vulva. Note the presence of embryos in *dpl-1(n3316)* mutants carrying the germline DPL-1:GFP transgenic

strain and the lack of endomitotic oocytes ($n \geq 17$). **B-D.** Brood size assays were conducted for *lin-35* mutants carrying the endogenous LIN-35:GFP transgene (**B**), the germline LIN-35:GFP transgene (**C**), and the pMEX-5:LIN-35:GFP transgene (**D**). The number of progeny in *unc-119* mutants and *lin-35; unc-119* mutants are shown as controls. The brood size of *lin-35; unc-119* mutants carrying each transgene was significantly higher than *lin-35; unc-119* mutants alone, * = $p < 0.001$. The *unc-119*-associated brood size defects are rescued because the transgene contains a rescuing copy of *unc-119*. Error bars indicate standard deviation ($n \geq 7$). **E.** The percentage of animals arrested as larvae at 26°C in *unc-119* mutants, *lin-35; unc-119* mutants, *lin-35; unc-119* mutants carrying the endogenous LIN-35:GFP transgene and *lin-35; unc-119* mutants carrying the germline LIN-35:GFP transgene are shown.

Supplemental Figure 3. Replicates for each factor and between different experiments exhibit high overlap. **A.** Only peaks with a q value < 0.001 were included in the analysis. For each factor and between different experiments, the overlap (< 1 nt) of called binding sites between the top 40% of each replicate/experiment was determined and graphed. **B.** Example of an ~1.2 Mb genomic region on Chr IV showing the similarity of binding between transgenic EFL-1 (Pefl-1:EFL-1 (anti-GFP)) in blue and endogenous EFL-1 (wild-type (anti-EFL-1)) in magenta. An input control is shown for each in black. An individual gene (*fem-3*) is shown below.

Supplemental Figure 4. Overlap of binding profiles between factors and across tissues. Called binding sites for each factor in each tissue were compared for overlap, between factors within a tissue (A) and between tissues for a given factor (B), and displayed as Venn diagrams. Venn diagrams are hand-drawn to approximate the relative levels of overlap and are not meant to be precise.

Supplemental Figure 5. Confirmation of tissue-specific binding for a subset of germline-specific and soma-specific sites by ChIP-qPCR. Average fold enrichment of binding from two technical replicates was determined for each gene using ChIP DNA from germline DPL-1 (red bars) or somatic DPL-1 (blue bars) compared to IgG control. Germline-specific targets and soma-specific targets are indicated with the black line. Error bars indicate standard error.

Supplemental Figure 6. EFL-1 is not ectopically recruited to the promoters of germline-specific small RNA regulators. **A.** Binding profiles of EFL-1 in the germ line (red) and soma (blue) using the GFP antibody and wild type (magenta) and *lin-35* (cyan) using the EFL-1 antibody at the *daf-14* locus as an example of most other direct target genes that still retain EFL-1 binding in *lin-35* mutants. An input control for each is shown below in black. **B.** Binding profiles at the *ego-1* and *wago-2* loci. The key for each factor and tissue is to the left of the tracks. One track is shown for each factor in sets corresponding to each tissue, with a control (input) sample for each tissue below (black). Red = germline-specific promoter, Blue = soma-specific promoter, Orange = intestine-specific promoter. Note the germline-specific binding at these loci. **C.** Binding profile of EFL-1 as described in **A** at the *wago-1* and *csr-1* loci. An input control for each is shown below in black. Note that there is only binding in the germ line and that these promoters are not occupied by EFL-1 in the soma of *lin-35* mutants.

Supplemental Figure 7. Tissue-specific targets have distinct E2F binding motifs. Consensus motifs derived from MEME analysis, including number of binding sites containing each motif, and the assigned E value, an estimate of how likely a similar motif would be found in random sequence. The motif labeled "germline E2F" most closely matches the motif found in Chi and Reinke (2006), while the motif labeled "somatic E2F" matches the motif in Kirienko and Fay (2007). Note that the germline E2F motif has a much stronger CCTT motif than the somatic E2F motif.

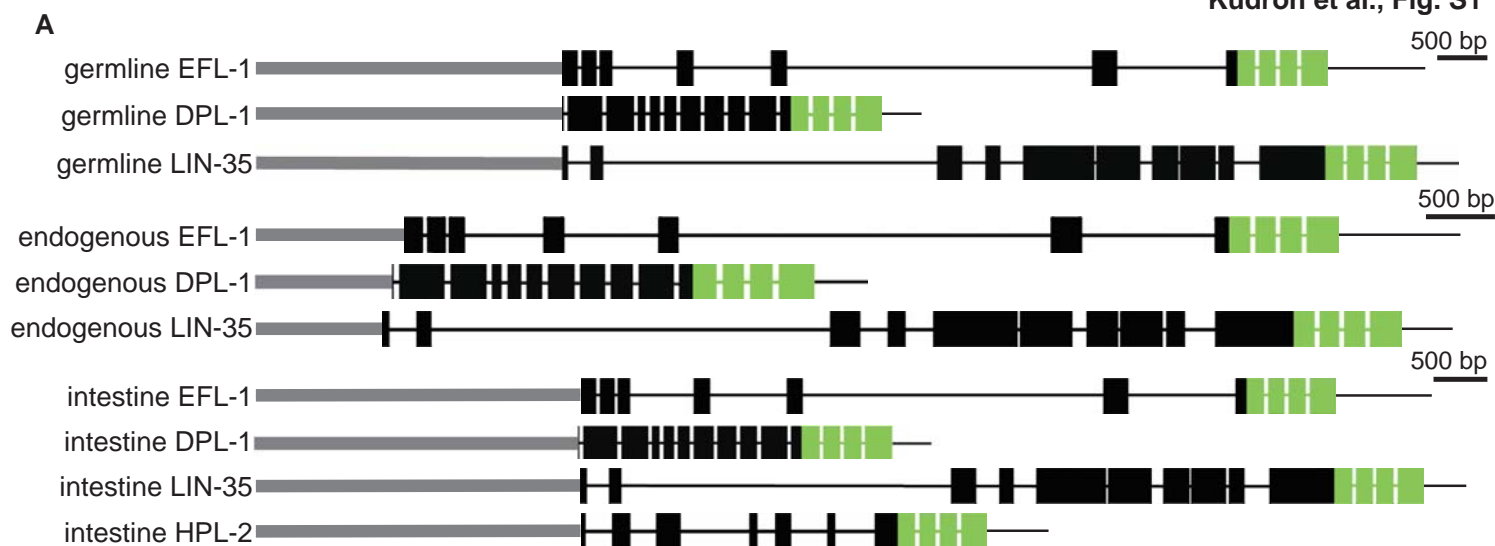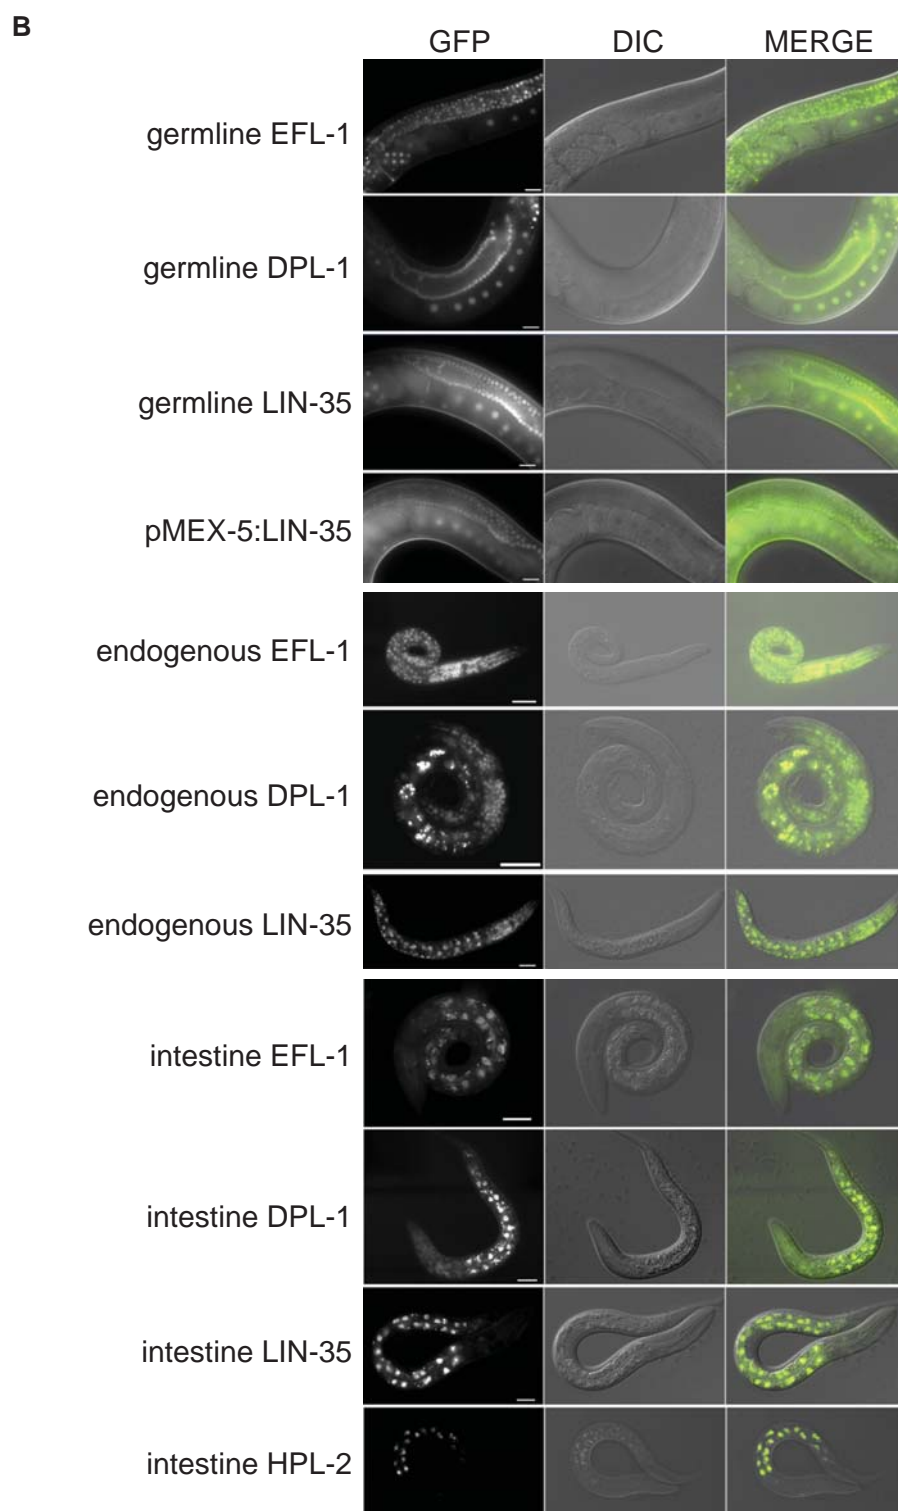

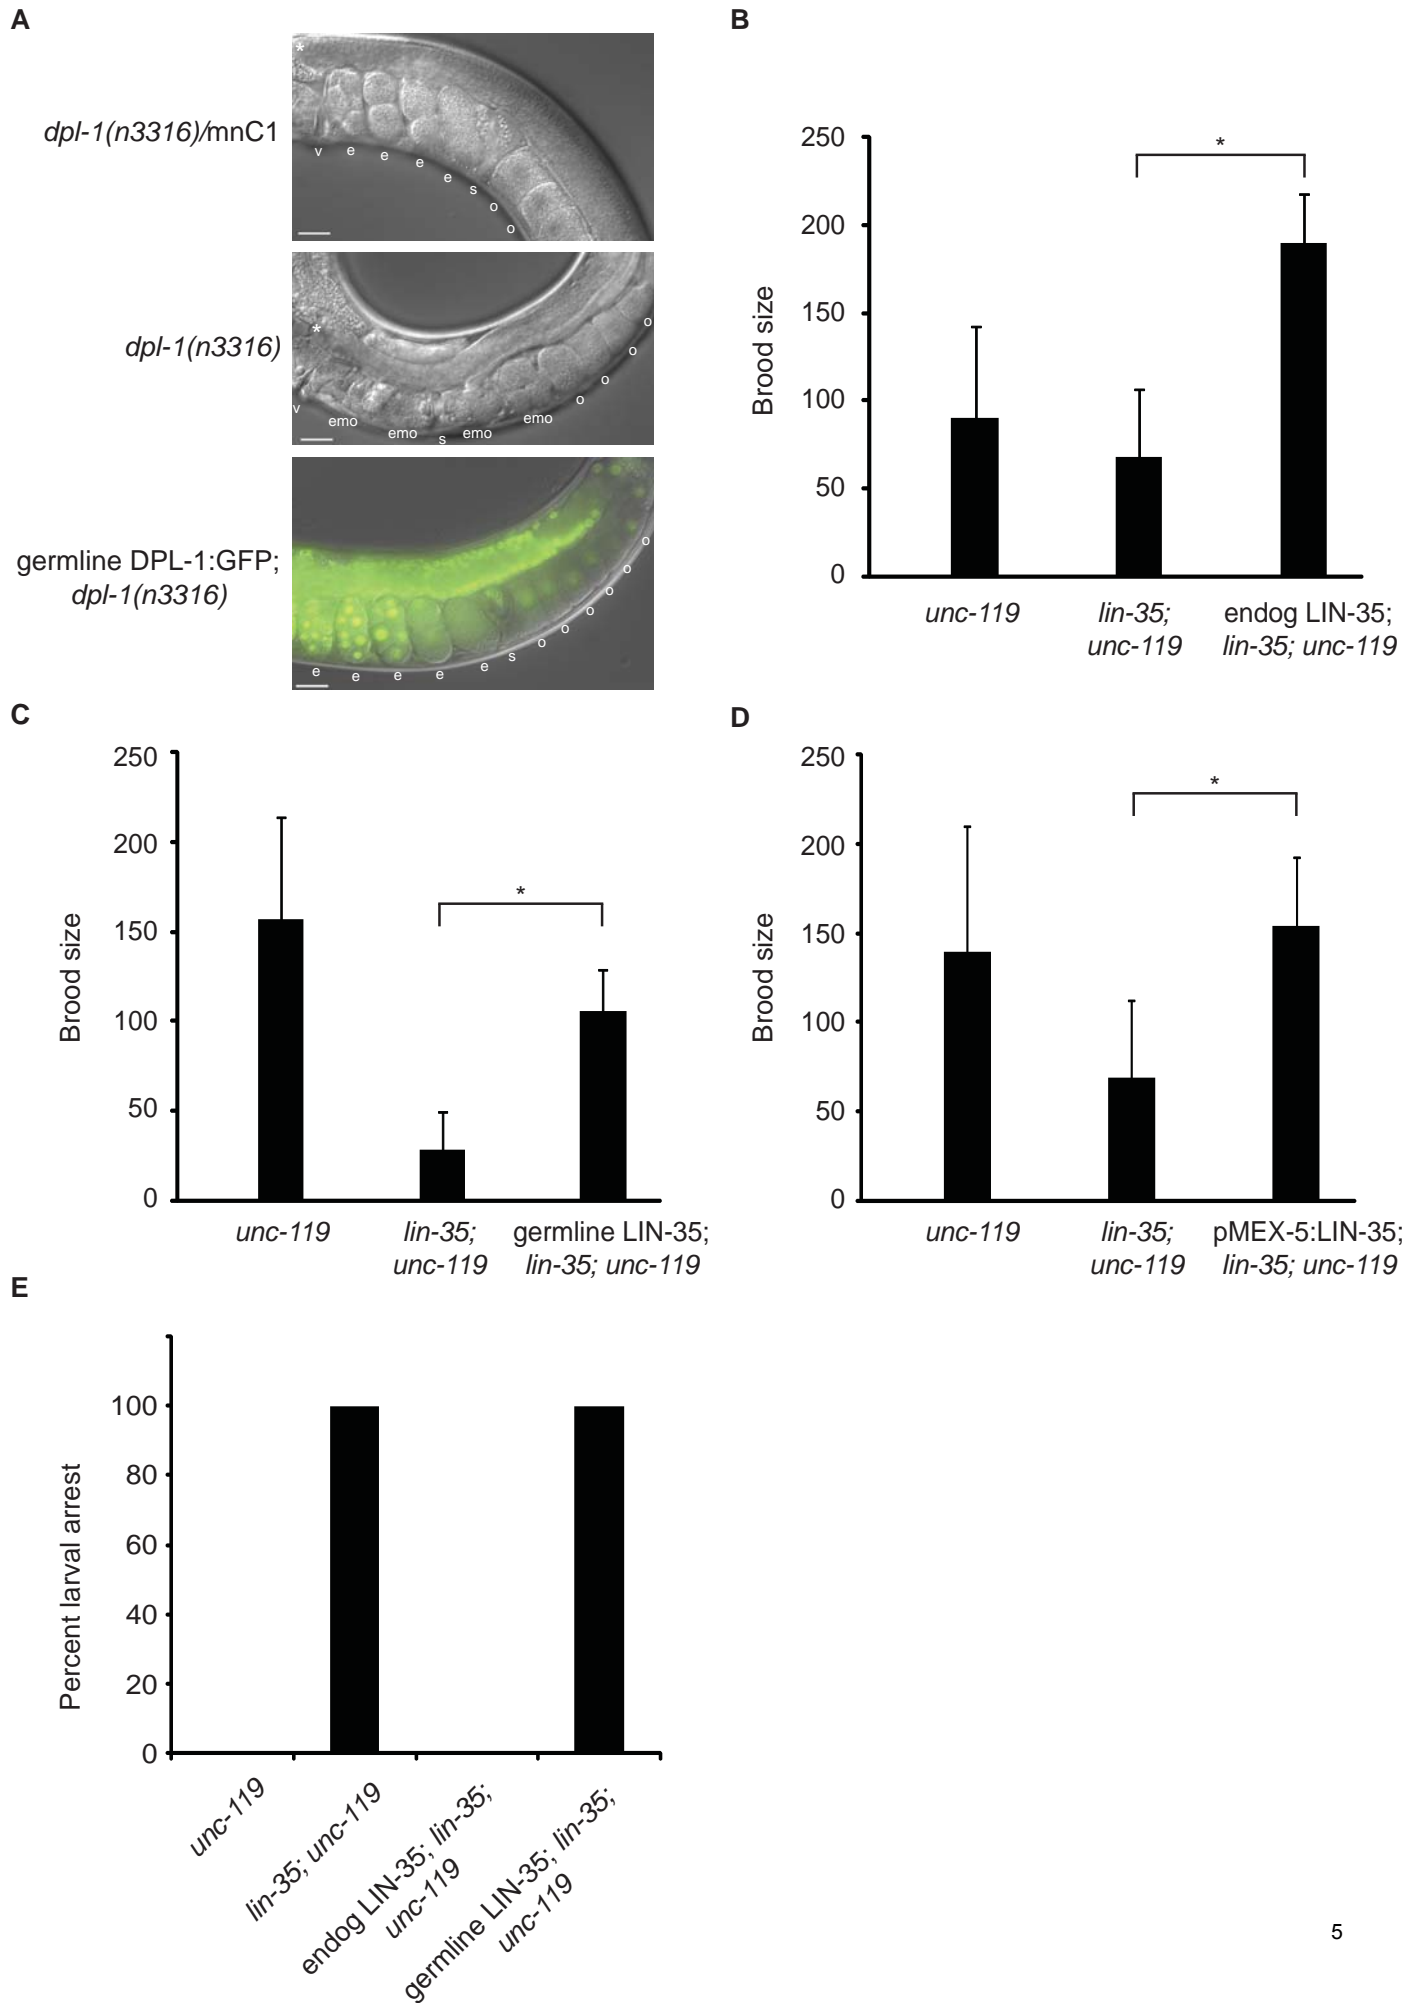

A

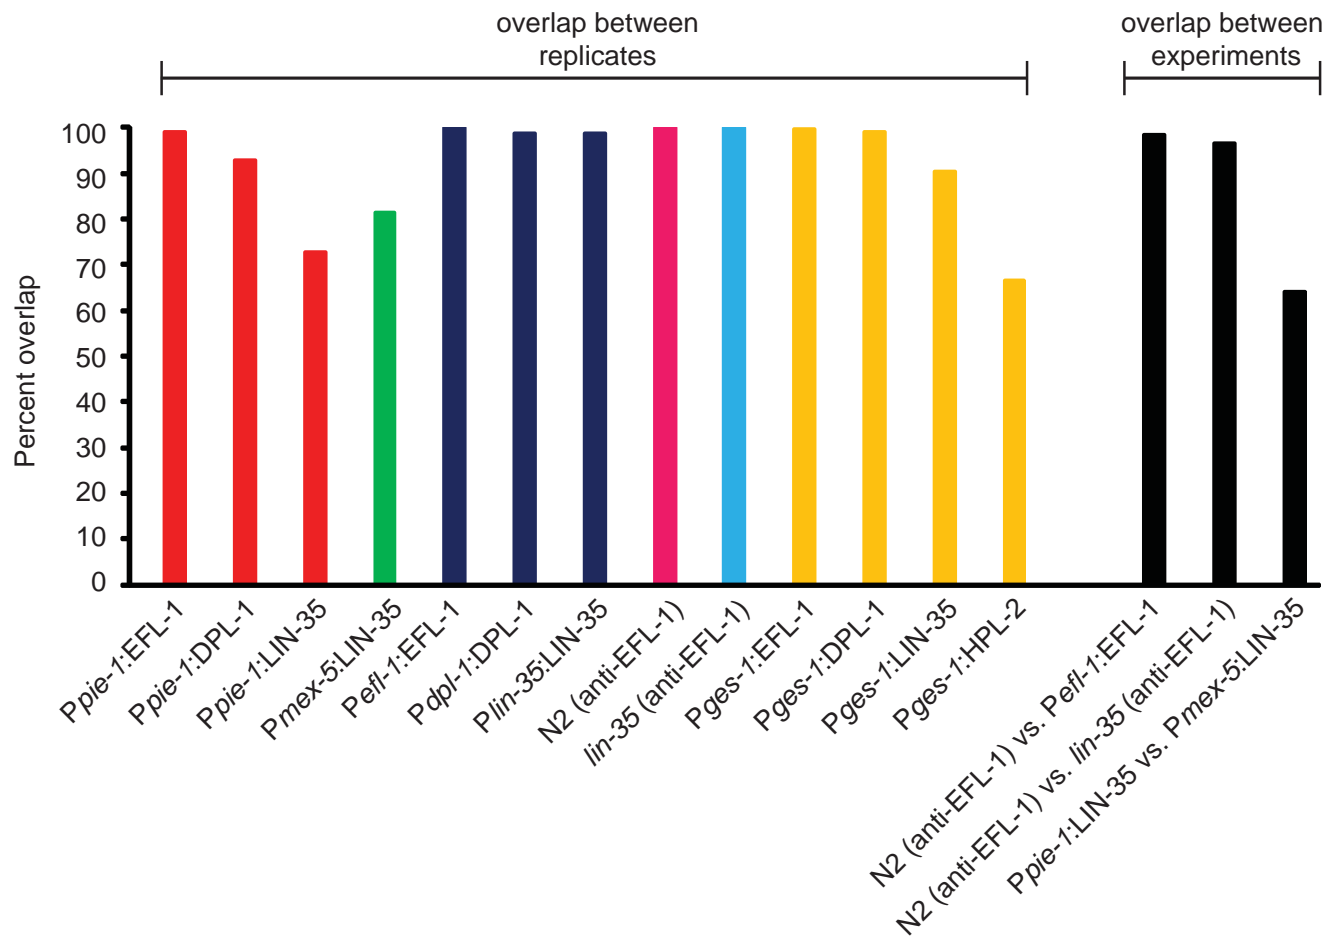

B

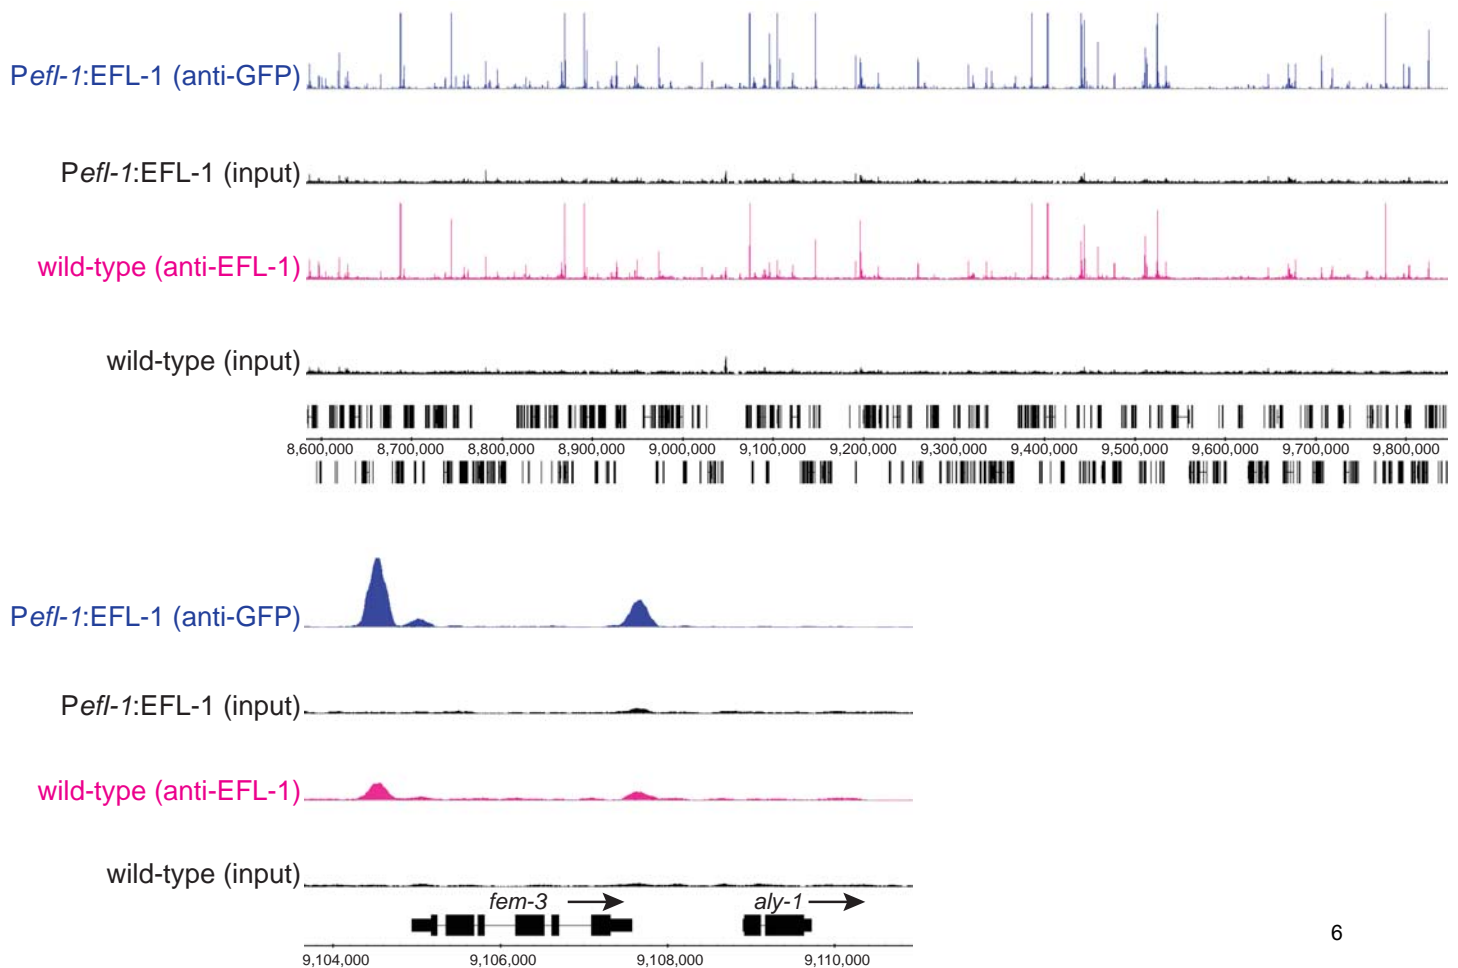

A

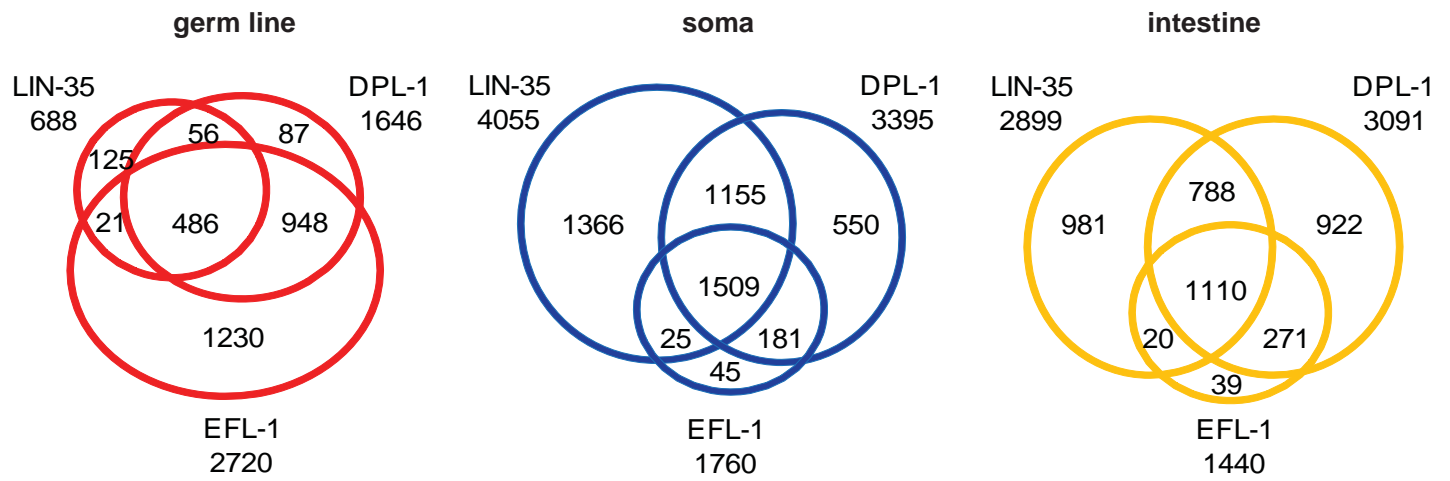

B

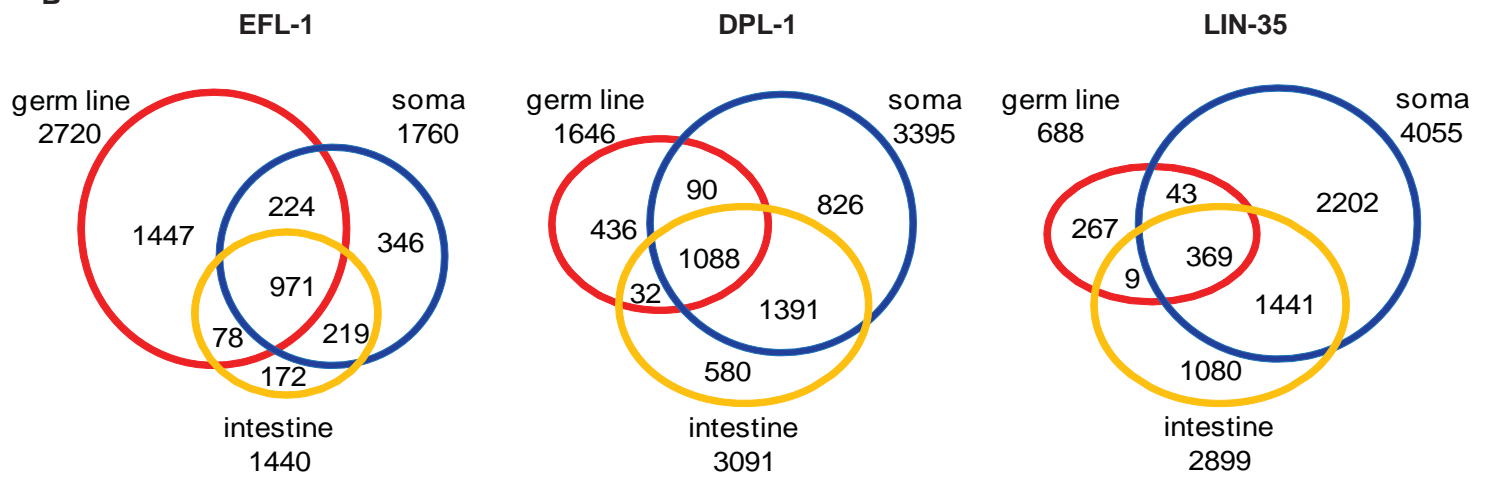

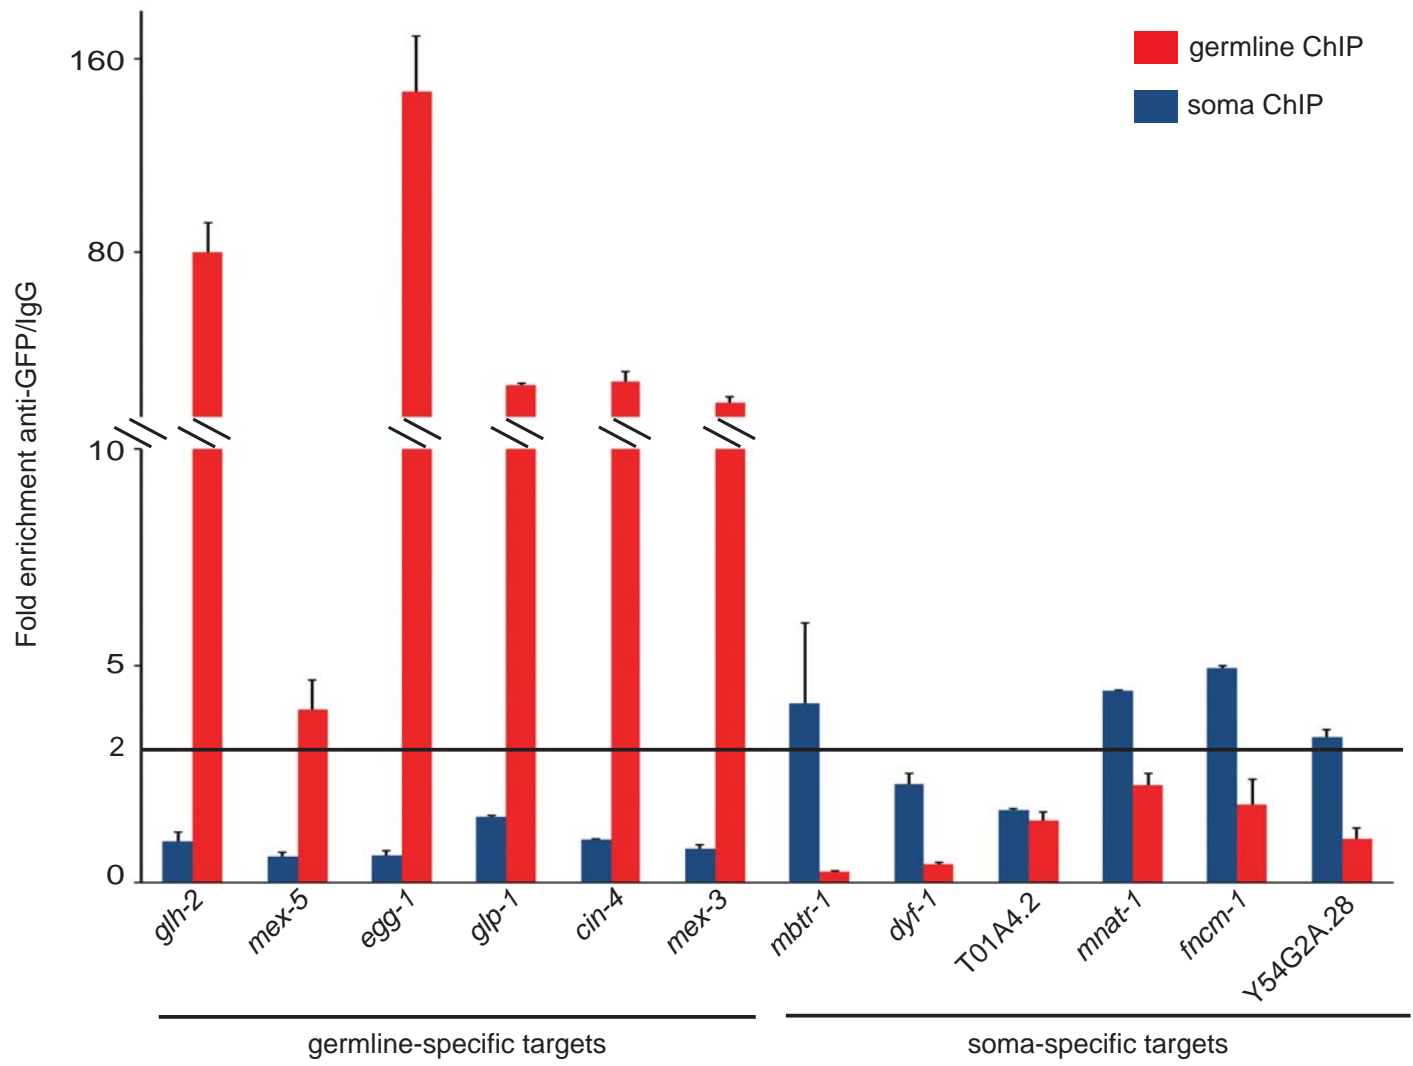

A

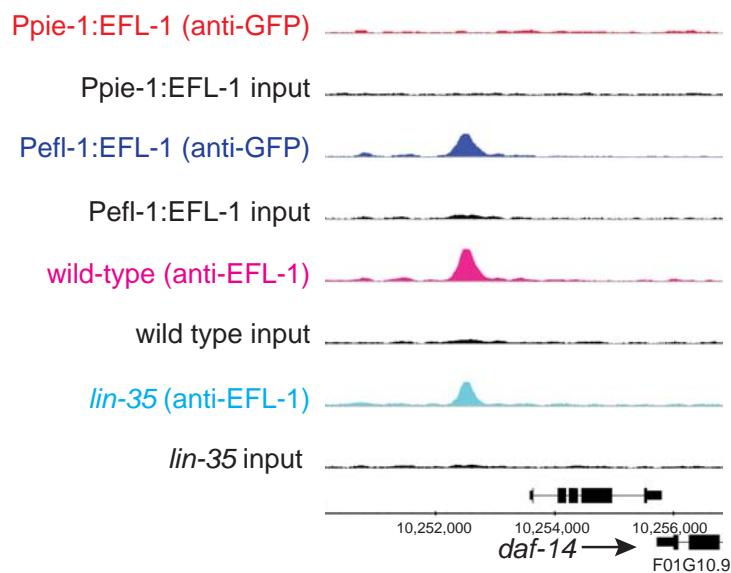

B

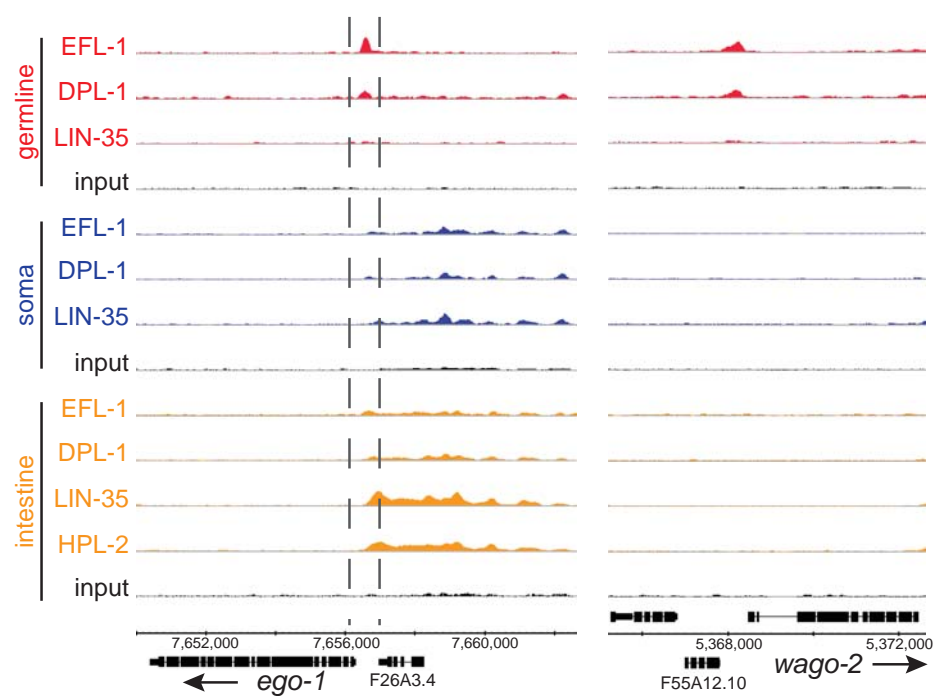

C

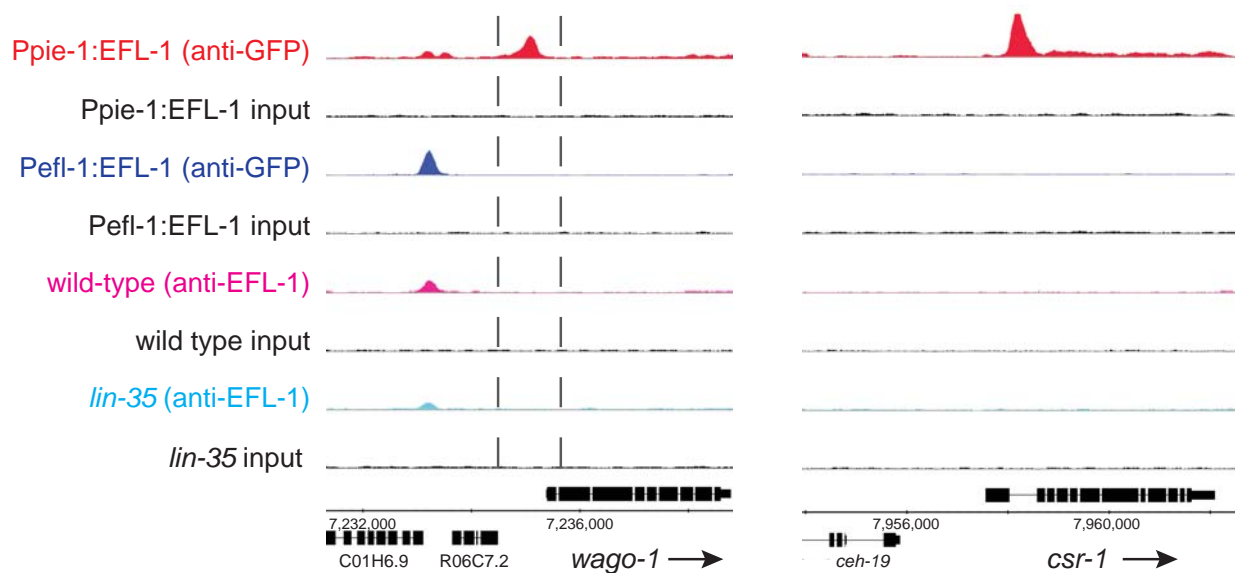

germline-specific

novel A
53 genes
 $E=1.0e^{-109}$

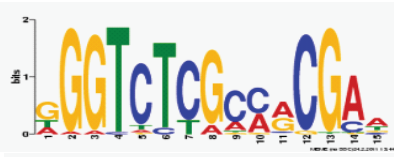

T-blocks
103 genes
 $E=7.3e^{-66}$

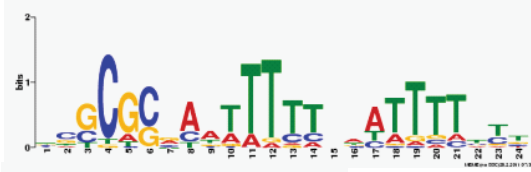

germline E2F
40 genes
 $E=2.3e^{-53}$

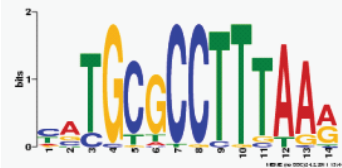

soma-specific

somatic E2F
53 genes
 $E=2.6e^{-167}$

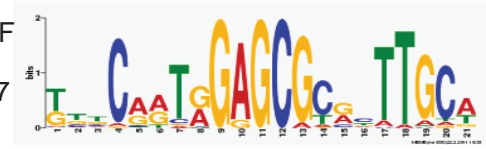

FOXO
34 genes
 $E=5.9e^{-36}$

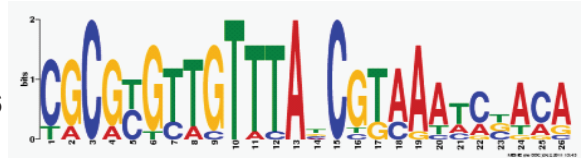

novel B
12 genes
 $E=2.2e^{-27}$

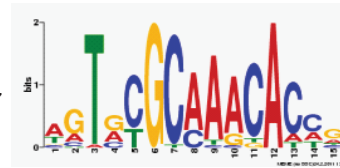

intestine-specific

novel C
83 genes
 $E=4.1e^{-70}$

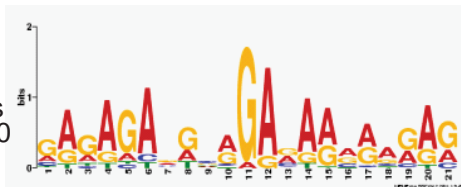

GATA
31 genes
 $E=1.9e^{-15}$

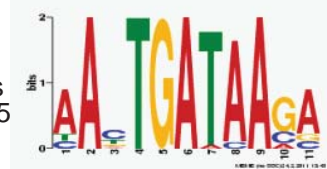

somatic E2F
13 genes
 $E=3.4e^{-07}$

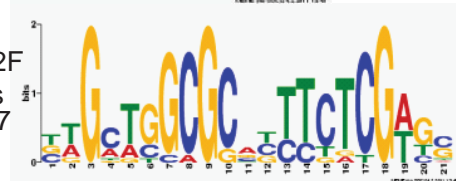

broadly-bound

somatic E2F
153 genes
 $E=1.6e^{-405}$

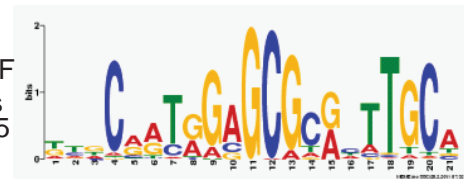

novel A
60 genes
 $E=1.8e^{-147}$

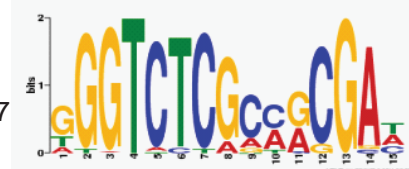

T-blocks
293 genes
 $E=2.2e^{-142}$

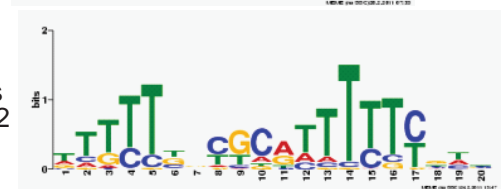

Supplemental Tables

Supplemental Table 1: Strain names and genotypes of tissue-specific strains used for ChIP-seq.

**Tissue-specific construct**	**Strain name**	**Genotype**
germline EFL-1	YL445	<i>unc119(ed3) III</i> ; vrls81 [pPIE-1::EFL-1::GFP FLAG: EFL-1 3'UTR, <i>unc-119 (+)</i>]
germline DPL-1	YL390	<i>unc119(ed3) III</i> ; vrls48 [pPIE-1::DPL-1::GFP FLAG: DPL-1 3'UTR, <i>unc-119 (+)</i>]
germline LIN-35	YL402	<i>unc119(ed3) III</i> ; vrls56[pPIE-1::LIN-35::GFP FLAG: LIN-35 3'UTR, <i>unc-119 (+)</i>]
germline (pMEX-5) LIN-35	YL468	<i>unc-119(ed3) III</i> ; vrls93 [pMEX-5::LIN-35::GFP:FLAG::LIN-35 3'UTR, <i>unc-119 (+)</i>]
endogenous EFL-1	YL424	<i>unc-119(ed3) III</i> ; vrls68[pEFL-1::EFL-1::GFP FLAG: EFL-1 3'UTR, <i>unc-119 (+)</i>]
endogenous DPL-1	YL425	<i>unc-119(ed3) III</i> ; vrls69[pDPL-1::DPL-1::GFP FLAG: DPL-1 3'UTR, <i>unc-119 (+)</i>]
endogenous LIN-35	YL409	<i>unc-119(ed3) III</i> ; vrls60 [pLIN-35::LIN-35::GFP:FLAG::LIN-35 3'UTR, <i>unc-119 (+)</i>]
intestine EFL-1	YL418	<i>unc-119(ed3) III</i> ; vrls65[pGES-1::EFL-1::GFP FLAG:EFL-1 3'UTR, <i>unc-119 (+)</i>]
intestine DPL-1	YL448	<i>unc-119(ed3) III</i> ; vrls83 [pGES-1::DPL-1::GFP FLAG: DPL-1 3'UTR, <i>unc-119 (+)</i>]
intestine LIN-35	YL398	<i>unc119(ed3) III</i> ; vrls55[pGES-1::LIN-35::GFP FLAG: LIN-35 3'UTR, <i>unc-119 (+)</i>]
intestine HPL-2	YL416	<i>unc119(ed3) III</i> ; vrls64[pGES-1::HPL-2::GFP FLAG: HPL-2 3'UTR, <i>unc-119 (+)</i>]

Supplemental Table 2. Number of reads for each sample and replicate used in the analyses.

Dataset name	Replicate number	Antibody/Input	Reads (x 10,000)
germline EFL-1	2	GFP	191
	3*	GFP	267
	2	Input	264
	3*	Input	393
germline DPL-1	1	GFP	113
	4*	GFP	125
	1	Input	211
	4	Input	261
germline LIN-35	2	GFP	139
	3*	GFP	232
	2	Input	346
	3	Input	380
germline (pMEX-5) LIN-35	1*	GFP	160
	2	GFP	65
	1	Input	698
	2	Input	386
endogenous EFL-1	1	GFP	360
	2*	GFP	276
	1	Input	232
	2*	Input	435
wild-type (anti-EFL-1)	1	EFL-1	461
	3*	EFL-1	576
	1	Input	682
	3*	Input	606
<i>lin-35</i> (anti-EFL-1)	2*	EFL-1	528
	3	EFL-1	422
	2*	Input	495
	3	Input	565
endogenous DPL-1	1	GFP	192
	2*	GFP	227
	1	Input	364
	2	Input	170
endogenous LIN-35	1	GFP	218
	2*	GFP	171
	1	Input	307
	2	Input	182
intestine EFL-1	2*	GFP	161
	3	GFP	116
	2*	Input	106
	3	Input	112
intestine DPL-1	1*	GFP	440
	2	GFP	119
	1	Input	228
	2	Input	57
intestine LIN-35	1*	GFP	569
	2	GFP	92
	1	Input	344
	2	Input	141
intestine HPL-2	1*	GFP	513
	2	GFP	160
	1	Input	275
	2	Input	69

Asterisk denotes the replicate used in figures showing binding profiles.

Supplemental materials and methods

Genetics of *efl-1* mutants

The *efl-1* locus exists in a region of the genome that does is not covered by a balancer chromosome. The *efl-1(n3318)* allele that exhibits the phenotype of interest is in a strain (MT9926) in which the chromosome carrying the wild type *efl-1* allele is marked by a double mutation instead. One cannot distinguish *efl-1* homozygotes from heterozygotes until late adulthood, making the identification of whether the sterile phenotype is rescued late, limited to a subset of progeny, and reliant on a somewhat tenuous statistical argument. Given the extensive similarity of EFL-1 binding sites in the soma of L1 larvae regardless of whether the native protein or the transgene was assessed, we believe that the transgenic protein is mirroring the binding capability of the endogenous protein. Moreover, the extensive overlap between EFL-1 and DPL-1 binding sites in all tissues, coupled with the rescue of *dpl-1* mutant phenotypes by transgenic DPL-1 in both the soma and germ line also argues that these proteins are functional.

Selection criteria to define tissue-specific sets of binding sites and targets

Germline-specific sites. Previous studies indicated that *lin-35* mutants do not have the same germline phenotype as *efl-1* or *dpl-1* mutants, and that LIN-35 appeared to repress gene expression in the germline through an E2F-independent mechanism, while EFL-1/DPL-1 activate genes involved in oogenesis, ovulation and fertilization (Chi and Reinke, 2006). Thus, LIN-35 appears to act differently from EFL-1 and DPL-1 in the germ line. Additionally, from browsing the ChIP-seq tracks and examining the overlaps between factors, we observed that EFL-1 and DPL-1 bound very similar peaks in the germ line, but that LIN-35 bound many fewer (though mostly overlapping) sites. Therefore, we required that both EFL-1 and DPL-1 bound to the same peak (with a >10bp overlap) to call it a “germline” peak, but did not require LIN-35

binding to be significant. To exclude peaks that were also bound in other tissues, we removed peaks that overlapped with endogenous DPL-1 peaks, because this was one of the most robust somatic datasets that we had generated. The “germline” peaks that remained after removal of those bound by endogenous DPL-1 were visually examined. The vast majority were bound almost exclusively in the germ line, indicating that this exclusion criteria was sufficient to make a “germline-specific” set of binding sites.

Soma-specific sites. Previous studies had indicated that *lin-35*, *efl-1* and *dpl-1* act together to regulate diverse processes including vulval development as part of the SynMuvB pathway (reviewed in (Fay and Yochem, 2007)). We therefore required that a peak had to be bound by all three factors expressed under their endogenous promoters in L1 animals (and therefore essentially only somatic tissues) in order to consider a peak truly a “soma” peak. To exclude peaks that were also bound in the germ line, we removed any peaks bound by germline EFL-1, which exhibited the most robust binding in the germ line. Visual assessment indicated that this criteria was quite effective. Because the intestine is one of the somatic tissues in L1 animals, the binding sites for factors expressed under their endogenous promoters were (almost always) present in the intestine as well, so we did not systematically exclude peaks bound by intestine LIN-35, intestine EFL-1, or intestine DPL-1. However, we noted that a subset of somatic peaks were poorly bound by intestine HPL-2, and that these appeared to correspond to less “HOT” sites. We therefore excluded peaks bound by intestine HPL-2 to define our most stringent set of soma-specific sites.

Intestine-specific sites. Based on visual examination, binding peaks by intestine LIN-35 and intestine HPL-2 fell into two general categories: binding in discrete, relatively narrow “typical” peaks close to gene start sites that overlapped considerably with soma- or broadly-bound peaks by DPL-1 and EFL-1, and broad binding peaks that correlated relatively poorly with gene starts, and were almost exclusively bound by intestine HPL-2 and intestine LIN-35. To define these intriguing broad binding peaks, we selected peaks bound by both intestine LIN-

35 and intestine HPL-2, but excluded intestine EFL-1 peaks and somatic EFL-1 peaks. Exclusion of these two sets of EFL-1 peaks was effective at enriching for the broad intestine-specific LIN-35/HPL-2 peaks. We did not exclude intestine or soma DPL-1 because we noted that sometimes weak DPL-1 could be seen at these broad sites. In addition to the broad peaks, a subset of discrete peaks at gene starts that are specific to intestine LIN-35 and HPL-2, are present in this set.

Broadly-bound sites. To define binding sites that are bound in both the germ line and at least one somatic tissue (the intestine), if not more, we required binding by the most robust factor in each tissue: germline EFL-1, intestine DPL-1, and somatic LIN-35. This criteria appeared to be sufficient to define most binding sites that showed consistently high binding across all tissues.

Venn diagram bioinformatics

To compare binding sites between factors and tissues, the binding site intervals for each factor in each tissue were loaded into the Galaxy toolbase and overlapping intervals were determined in pair-wise comparisons between any two factors or tissues using the “intersect genomic intervals” option, with an acceptable overlap of 10 bp between any two intervals. The overlaps were depicted in Venn diagrams that were hand-drawn to approximate the relative levels of overlap and are not meant to be precise.

ChIP-qPCR

We used ChIP material collected as described in methods on separate biological replicates that underwent a separate IP from those used for ChIP-seq. Reactions were carried out in duplicate for each primer set in a 25 µl volume using iQ SYBR Green Supermix (Bio-Rad, Hercules, CA). The PCR reactions were performed on the Realplex 2 machine (Eppendorf, Hauppauge, NY). The PCR program was Step 1: 95°C for 2 minutes; Step 2: 95°C for 15 seconds; Step 3: 55°C for 15 seconds; Step 4: 68°C for 20 seconds. Steps 2-4 were repeated

40 times; followed by a standard melting curve. The enrichment value was calculated by subtracting the Ct value of a given gene in the GFP ChIP sample by the Ct value of the IgG sample after normalizing to the negative control *fer-1*.

MEME analysis

Consensus binding sites for each tissue were determined as follows. The binding site sequences from high confidence sites (within 500bp of start of at least one coding gene) were fetched using the Galaxy toolbase (<http://main.g2.bx.psu.edu/>). These sequences were then input into the web-based MEME-ChIP program (<http://meme.sdsc.edu>). This program selects the central 100-bp of the binding site sequence for analysis by MEME (Bailey and Elkan, 1994). In the case of the broadly-bound dataset, 600 of the input 1773 sequences were selected at random by the program. Standard parameters provided by the program were used to return the top three significant sites from each tissue-specific dataset. The output for each dataset is provided in Additional file 8, and displays the individual sequences containing each motif. The statistical analysis performed by MEME to determine the E value is described at <http://meme.sdsc.edu>.

How the deposited data were processed for this re-analysis (not part of the article)

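The samples are C. elegans strains that express a GFP-tagged EFL-1, DPL-1, LIN-35 or HPL-2 in the germline (young adults, pie-1 or mex-5 promoter), in the soma (L1 larvae, each factor's own promoter) or in the intestine (L1 larvae, ges-1 promoter). The series holds 48 samples, of which 22 are input DNA. Peak lists of 23 anti-GFP ChIP libraries from 11 strains were read, and 22 of them are listed in the paper's Table S2. The remaining library, HPL-2 replicate 3, was used only where it is named. The ChIP with an antibody to EFL-1 and the expression arrays were not analysed here. Strain, tissue, stage and replicate number come from the sample labels and the paper.

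The authors called peaks with PeakSeq against input DNA, separately in each library, and deposited for each peak its start, its end and a q-value from that program. The deposited q-values reach 0.01, so the lists are wider than the paper's threshold of 0.001. In 3 libraries 2 sequencing runs of 1 replicate were combined before peaks were called. The aligner is not given in the sources used here. The reads and the pooled-replicate peaks from which the paper drew its site counts were not used here. Read depths were taken from Table S2 and range from 650000 to 5690000 ChIP reads per library.

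Peaks with q below 0.001 were kept. Peaks of both replicates of a strain that overlap by at least 10 bp were merged, and the merged region is a site when both replicates have a peak in it. The 4 classes follow the paper's definitions, applied to these sites: a factor is present where it has a site, and absent where neither of its replicates has a peak. Widths are the mean of the peak widths of both replicates in the base factor of each class (germline EFL-1 for germline-specific and broadly bound, somatic EFL-1 for soma-specific, intestinal LIN-35 for intestine-specific sites). Genes were taken from the site assignments in Additional file 3 for those of its sites that overlap a site of the same class. Its coordinates coincide with the deposited peaks on chromosomes I to IV and X, where the median offset lies between -4.5 and 2.25 bp. On chromosome V the median offset is 167 bp, so genes of chromosome V were left out and nothing was converted. Symbols came from Additional file 3 and from a RefSeq table of assembly WBcel235, used for names only, which matched 2616 of 2891 sequence names. Additional files 2 and 7 are held only in part and no set was tested against them.

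Numbers of peaks were compared between libraries by exact permutation tests (two-sided) on the log2 scale. Shares of sites and of genes were compared by Fisher's exact test (two-sided), with 0.5 added to each cell for the log2 odds ratio and Benjamini-Hochberg adjustment over classes or over pairs of list and class. Widths were compared by a permutation test of the difference in medians with 100000 resamples (10000 for the alternatives), and overlaps by 1000 circular shifts of sites within each chromosome. Sites are not independent replicates, so these tests measure the spread over sites. Gene lists on eggshell and fertilization, small RNA pathways, maternal regulators, replication, mitosis, chromatin, intestinal metabolism, and apoptosis and DNA damage were tested against the genes next to a site of any class. Counting intervals are Wilson intervals at 95%.

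The thresholds, class definitions, gene lists, tests, alternatives and the rule for naming genes were set before the data were examined. The rule selects every gene the paper gives for a binding result, up to 8 members of each list per class in the order of their q-values, and the 5 sites of each class with the smallest q-values in both replicates. Not every gene so selected is named in the text. The values in the paper's tables had been seen by then, and par-3 and rme-2 were added later from the paper's in situ experiment. Loci carried by the transgenes were kept out of the examples, except mex-5. The alternatives were a stricter q-value (1e-05), all deposited peaks, sites called in at least 1 replicate, absence defined as not called in both replicates, an overlap of 1 bp or of 50% of the shorter peak, HPL-2 called in 2 of 3 replicates, each replicate left out in turn, peak numbers per read, for the X chromosome the 50% of each list with the smallest q-values, high-confidence genes alone, widths from either replicate alone and the replicate number as a block. The shallower intestinal libraries alone, lists without transgene loci, lists matched also by the names of Additional file 3, the comparison of LIN-35 with EFL-1 and DPL-1 between tissues, peaks at the paper's own sites and further list sizes in the comparison of dates were added after the data were seen.

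The steps were tested on simulated data. Overlaps matched those of bedtools 2.31.1 in 11 of 11 replicate pairs, 300 of 300 simulated shared sites were recovered, and 60 of 60 simulated sites were recovered in each class. The width test, at 49 against 166 sites, called 1 of 100 simulated comparisons with no difference and 100 of 100 with a 1.5-fold difference. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.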

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

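Both comparisons in this part, and the tests of promoter line and stage, were chosen after the results were seen, as was the use of peak numbers per read, themselves set earlier, to test read depth.

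The low number of LIN-35 peaks in the germline is listed here because the difference between germline and L1 libraries was larger for LIN-35 than for EFL-1 and DPL-1 pooled. Between germline and L1 libraries, the log2 number of peaks differed by -2.63 for LIN-35 (8 libraries) and by -0.04 for EFL-1 and DPL-1 (12 libraries). The difference between these is -2.59 (exact permutation test, two-sided, p = 0.0440, 1523 of 34650 relabellings as large). The relabelling, here and against each factor below, assumes no difference between germline and L1 in either group. A small p can therefore come from the LIN-35 difference alone, and does not test whether the differences are equal. The pooled value averages 1.102 for EFL-1 and -1.18 for DPL-1. LIN-35 differed from EFL-1 alone by -3.73 (exact permutation test, two-sided, p = 0.0067) and from DPL-1 alone by -1.45 (exact permutation test, two-sided, p = 0.32), so a difference from DPL-1 was not established. In the germline LIN-35 lay at -2.07 against EFL-1 and DPL-1, and in L1 libraries at 0.52.

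For these few germline LIN-35 peaks, the numbers per read, which differed by -1.996 (exact p = 0.0286), argue against read depth as the whole cause. Peaks per read also vary within a strain, such as 339 and 1404 per 1000000 reads for somatic EFL-1, so they correct for depth only in part. The mex-5 line argues against a fault of the pie-1 line alone. Its libraries had 785.6 and 401.5 peaks per 1000000 reads, against 1083 in the lowest L1 LIN-35 library. This rests on the mex-5 libraries alone, so such a fault is not excluded. Stage and tissue cannot be told apart, because 0 LIN-35 libraries come from L1 germline or from soma or intestine of young adults, so a tissue difference and a stage difference both stay open.

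HPL-2 replicate 3, which Table S2 does not list, is named here because it has signal at sites defined without it. The library shares its date with HPL-2 replicates 1 and 2 and intestinal LIN-35 replicate 1, from which those sites were partly defined. It had a peak at 321 of 415 sites shared by intestinal LIN-35 and HPL-2 (77.3%, confidence interval 73.1% to 81.1%), where circular shifts gave 4.14% (permutation test, one-sided, p = 0.001, the smallest the shifts allow). No explanation was tested for it. The other factors, but not HPL-2, which has too few libraries, were also tested for a library far from the others of its group, and of 24 such tests 0 passed the critical value.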

How the results depend on the processing

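In this part, the results from the shallower intestinal libraries alone, from lists without transgene loci or matched by more names and from 200 and 1000 peaks in the comparison of dates were chosen after the results were seen. Over all results, 797 values were computed under an alternative. Of these, 672 kept their direction and their side of the threshold or, without a test, moved by less than the spread (counts, by less than 1.5-fold), 14 no longer passed the threshold, 11 passed it newly, 83 moved by more than the spread and 17 changed direction. The cause was not tested for any of them, unless stated. No alternative changed the direction or the call of the following, given with the range of their log2 odds ratios: intestine-specific sites on X (0.376 to 3.20), broadly bound sites on X (-4.61 to -1.11), LIN-35 at EFL-1 and DPL-1 sites of germline against soma (-6.17 to -3.33) and intestine (-8.77 to -1.64), DPL-1 at intestinal LIN-35 sites with HPL-2 (0.758 to 4.08), unassigned intestine-specific sites (2.55 to 5.29), the eggshell (5.04 to 5.71) and maternal lists (5.86 to 7.91), and genes lowered in efl-1 and dpl-1 gonads (4.74 to 5.70). LIN-35 sites bound by EFL-1 ranged from 57.1% to 97.0% for the mex-5 and from 69.0% to 99.5% for the pie-1 line.

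A stricter q-value (1e-05) gave a median of 1227 peaks per library and all deposited peaks 3320. It left 65 germline LIN-35, 107 germline-specific and 11 intestine-specific sites, a share of germline EFL-1 sites with DPL-1 of 35.0%, a log2 difference of -2.75 between germline LIN-35 and EFL-1 or DPL-1 (exact p = 0.0286), an EFL-1 ratio of -0.46 at sites with HPL-2 and a small RNA ratio of 3.82 (adjusted p = 0.20 by Fisher's exact test). Per read, germline LIN-35 differed from EFL-1 and DPL-1 by -1.80 (exact p = 0.0286). With the share taken of the longer list, 0 strains lay above 90%.

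Sites called in at least 1 replicate numbered 840 for germline LIN-35, 4834 for somatic LIN-35, and 517, 203, 1764 and 1976 for the germline-specific, soma-specific, intestine-specific and broadly bound classes. EFL-1 sites with DPL-1 were then 37.1% in the germline, 83.3% in the soma and 98.8% in the intestine. The log2 odds ratio was -0.30 for germline-specific sites on X, 2.10 for EFL-1 with HPL-2, 0.23 and 1.11 for broadly bound genes raised at 20°C and 26°C, 3.76 for replication and 3.88 for mitosis, and 4 pairs of array list and class passed. Absence defined as not called in both replicates gave 168 soma-specific and 242 intestine-specific sites, -2.04 for soma-specific sites on X, -0.86 for EFL-1 with HPL-2, 0.36 for genes raised at 20°C and 3.71 for replication. HPL-2 called in 2 of 3 replicates gave 118 intestine-specific sites and an EFL-1 ratio of -0.00061. High-confidence genes alone gave 0.24 for genes raised at 20°C. Sites called in both replicates had a median -log10 q-value of 5.59 for germline LIN-35.

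Intestine-specific less germline-specific width was -206.5 bp in the higher-numbered replicate alone and -52 bp in the shallower intestinal libraries alone. Against broadly bound sites it was -79 bp and 57.5 bp. The lower-numbered replicate alone gave 813.5 bp against germline-specific and 869 bp against broadly bound sites. The shallower libraries gave 49 soma-specific sites. In the comparison of dates the ratio with HPL-2 replicate 1 was 0.49 at 200 peaks (p = 0.15 by Fisher's exact test) and -0.081 at 1000 (p = 0.56 by the same exact test), and with HPL-2 replicates 2 and 3 it was negative at each list size, from -0.89 to -0.35.

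Leaving out 1 replicate at a time gave ranges of -3.05 to -2.30 for LIN-35 peaks in germline against L1 (exact p up to 0.0571), 325 to 701 germline LIN-35 and 2951 to 4400 somatic LIN-35 sites, 170 to 336 germline-specific, 18 to 52 soma-specific and 49 to 194 intestine-specific sites. For EFL-1 sites with DPL-1 the ranges were 19.0% to 63.7% in the germline, 59.7% to 99.7% in the soma and 88.4% to 98.7% in the intestine. For soma-specific sites on X the range was -3.39 to -1.39. For width they were -20.5 to 450.0 bp against germline-specific and 165.5 to 562 bp against soma-specific sites. For EFL-1 with HPL-2 the range was -0.85 to 2.30, and for genes raised at 20°C -0.32 to 0.14.

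With a replicate block, the LIN-35 difference between germline and L1 was -2.22 (exact p = 0.0556, the smallest that 18 arrangements allow) and that between germline LIN-35 and EFL-1 or DPL-1 was -2.09 (exact p = 0.25). Among 7 strains with replicates 1 and 2, replicate 1 had more peaks in 5, and the number of peaks moved with the number of reads in 4. The block was run for these comparisons alone.

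Depth differs up to 5690000 against 920000 reads within a strain, and a shallow library limits how many weaker sites are called in both replicates. A background of reference genes for the X chromosome and for the gene lists, and distances to transcript starts from a reference annotation, were not run, because no annotation of release WS180 was at hand.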

Differences from the paper's values

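The counts at the paper's own sites, and the spread used for shares on X and for unassigned sites, were chosen after the results were seen. The paper drew its sites from reads pooled over both replicates, while the values here come from peaks called in each replicate, so the sets compared are not the same. The threshold of 0.001 is the paper's.

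The paper's count of germline-specific sites is 415 and the count here 166. Of the alternatives set before the data were examined, sites called in at least 1 replicate and those without germline DPL-1 replicate 1 lie within the limits, and the other 9 do not. For soma-specific sites the paper's count is 282 and that here 18, and of 16 alternatives only sites called in at least 1 replicate lies within. For intestine-specific sites the paper's count is 656 and that here 49, and none of 14 alternatives lies within. The paper's number of germline LIN-35 sites is 688 and that here 185. Within the limits are sites called in at least 1 replicate and those without replicate 3, and the other 4 alternatives are not. The paper's number of somatic LIN-35 sites is 4055 and that here 2474. Sites called in at least 1 replicate and those without replicate 1 or without replicate 2 lie within, and the other 3 do not. For the mex-5 line the paper's number is about 810 in Fig. 2b, read by eye, and that here 235, and none of 6 alternatives lies within.

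The paper's median q-value is 6.3e-08 for germline LIN-35, 6.4e-23 for germline DPL-1 and 5.2e-95 for germline EFL-1, and the values here are 8.28e-05, 3.00e-06 and 2.84e-07. For LIN-35 the q-values of sites called in both replicates lie within the limits on the -log10 scale (2.60e-06 here) and leaving out either replicate does not. For DPL-1 and EFL-1 none of 3 alternatives lies within. The order of the factors is the same as in the paper.

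Of the genes lowered in efl-1 and dpl-1 gonads, the paper places 36 at germline-specific sites and 19 were placed here, and none of 29 alternatives lies within the limits. Chromosome V is left out here. On chromosomes I to IV and X the paper's own table gives 27, and there the 19 genes lie within the limits, as does every alternative except the stricter q-value, with 15. Of genes raised in lin-35 gonads, the paper's table places 2 at germline-specific sites on those chromosomes and 0 were placed here, with none of 29 alternatives within.

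The paper's share of germline-specific sites on X, from its Additional file 3, is 4.10% and that here 2.41%. Within the limits are an overlap of at least 50% of the shorter peak and leaving out germline EFL-1 replicate 2, germline DPL-1 replicate 4 or somatic DPL-1 replicate 2, and the other 25 of 29 alternatives are not. For soma-specific sites the paper's share is 5.32% and that here 0, with absence defined as not called in both replicates and leaving out somatic EFL-1 replicate 1 or HPL-2 replicate 1 within, and the other 26 not. The paper's share of unassigned soma-specific sites on chromosomes I to IV and X is 16.7% and that here 33.3%. Sites called in at least 1 replicate and absence defined as not called in both replicates lie within, and the other 26 of 28 do not. For intestine-specific sites the paper's share is 32.6% and that here 50.0%. Within are those same alternatives and leaving out somatic EFL-1 replicate 2, intestinal EFL-1 replicate 2, either replicate of intestinal LIN-35 or either of HPL-2 replicates 1 and 2, and the other 20 are not.

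Some statements of the paper go with other values here. The paper states that the replicates of every factor except germline LIN-35 and HPL-2 overlap above its limit, and germline DPL-1 reached 89.9% and somatic DPL-1 89.0% here, with the other 7 strains above 90%. Against all peaks of the other replicate, 9 strains lay above it. The paper describes intestine-specific sites as lacking EFL-1, and somatic EFL-1 replicate 1 had a peak at 2.16% of the paper's sites on chromosomes I to IV and X, replicate 2 at 49.6%, intestinal EFL-1 replicate 2 at 10.6% and replicate 3 at 0.54%. The paper's soma-specific sites exclude germline EFL-1, and its replicate 3 had a peak at 51.4% of them and replicate 2 at 4.90%. The paper reports that genes raised in lin-35 mutant larvae are over-represented among broadly bound targets. Against genes next to a class site, which is a narrower background than the paper's, the log2 odds ratio was 0.79 at 26°C (adjusted p = 0.85 by Fisher's exact test) and -0.10 at 20°C (adjusted p = 1.0 by the same exact test). At 26°C, sites called in at least 1 replicate gave 1.11 (adjusted p = 0.016 by the same exact test).

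Of the genes the paper names in a class and that were placed, 20 fell in that class here and 17 did not. Of the 17, 10 fall in it under at least 1 alternative set before the data were examined. Sites called in at least 1 replicate call wago-2, ego-1, unc-101, mex-3, dic-1, ncbp-2, dyf-1, peb-1, cah-4 and F11G11.5. Leaving out germline DPL-1 replicate 1 calls wago-2, ego-1, unc-101 and mex-3, leaving out somatic EFL-1 replicate 1 calls dic-1, and leaving out somatic LIN-35 replicate 1 calls ncbp-2. No alternative calls cpg-3, gna-2, hsf-2, eor-1, ymel-1, ulp-2 or mbtr-1.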

Other observations

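Of the tests in this part, the comparison with the shallower intestinal libraries, the comparison of dates at 200 peaks and the counts at the paper's own sites were chosen after the results were seen.

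For the greater width of intestine-specific sites, read depth and a shared day were weighed: within intestinal LIN-35 replicate 2, the shallowest of these libraries, the ratio of median widths to broadly bound sites was 1.34 (permutation test, two-sided, p = 1e-04, the smallest the permutations allow), and over the 5 LIN-35 and HPL-2 libraries it ranged from 1.22 to 2.30, which argues against the deepest libraries as the whole cause there. Against germline-specific sites, depth stays a candidate explanation, since the difference was -52 bp with the shallower intestinal libraries alone (permutation test, two-sided, p = 0.32), and these libraries gave 57.5 bp against broadly bound sites (permutation p = 0.064). A day shared by LIN-35 replicate 1 and HPL-2 cannot be told apart from depth, since each date has 1 LIN-35 library, of 5690000 and 920000 reads. At the top 500 peaks, replicate 1 overlapped HPL-2 replicate 1 less often than replicate 2 did (log2 odds ratio -0.493, Fisher's exact test, two-sided, p = 0.011), as it did HPL-2 replicates 2 (-0.89) and 3 (-0.74), which goes against the shared day, while at 200 peaks the ratio with HPL-2 replicate 1 was 0.49 (exact p = 0.15). In peaks of the same factor, intestinal LIN-35, the median was 824 bp at intestine-specific and 492.5 bp at broadly bound sites (ratio 1.67, permutation test, two-sided, p = 1e-04). This argues against the different base factors as the whole cause against broadly bound sites. Against germline-specific and soma-specific sites the base factors stay open and untested, as does a difference between tissues.

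Somatic EFL-1 replicate 2 had a peak at 276 of the paper's 556 intestine-specific sites on chromosomes I to IV and X (49.6%), and replicate 1 at 12 (2.16%). Overlap of a long list with randomly placed sites is excluded, since circular shifts gave 5.55% (permutation test, one-sided, p = 0.001, the smallest the shifts allow). The shifts move these sites along whole chromosomes, so unspecific overlap at regions where many libraries have peaks is not excluded. Shortened to the 1221 peaks of replicate 1, the list of replicate 2 had a peak at 21 of these sites (3.78%). The longer list of weaker peaks, 3875 in all, is therefore a candidate explanation of the difference between the replicates. Whether the weaker peaks mark EFL-1 at these sites was not tested.

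One region of chromosome I (15063987 to 15067648) held the strongest peak in 7 libraries and a peak in 10. At loci carried by the transgenes, peaks did not follow the transgene in a single way. The pie-1 locus had a peak in 6 of 6 libraries of strains with its promoter and in 7 of 17 others, mex-5 in 2 of 2 and 8 of 21 others, and unc-119, carried by each strain, in 14 of 23. The lin-35 locus had a peak in 2 of 8 libraries of its carriers and 13 of 15 others, and dpl-1 in 1 of 6 and 11 of 17.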
